# Regulation of Inflammation-Related Genes through *Fosl1* Suppression in a Levetiracetam-Treated Pilocarpine-Induced Status Epilepticus Mouse Model

**DOI:** 10.3390/ijms23147608

**Published:** 2022-07-09

**Authors:** Rie Komori, Taira Matsuo, Aya Yokota-Nakatsuma, Ritsuka Hashimoto, Shizuka Kubo, Chihiro Kozawa, Tomomi Kono, Yasuhiro Ishihara, Kouichi Itoh

**Keywords:** levetiracetam, *Fosl1*, inflammation, epileptogenesis, epilepsy after brain injury

## Abstract

Levetiracetam (LEV) suppresses the upregulation of proinflammatory molecules that occurs during epileptogenesis after status epilepticus (SE). Based on previous studies, LEV likely helps prevent the onset of epilepsy after insults to the brain, unlike other conventional anti-epileptic drugs. Recently, we discovered that the increase in *Fosl1* expression that occurs after lipopolysaccharide (LPS) stimulation is suppressed by LEV and that *Fosl1* inhibition suppresses inflammation in BV-2 microglial cells. These data indicate that *Fosl1* is an important target of LEV and a key factor in preventing epilepsy onset. In this study, we examined the effects of LEV on *Fosl1* expression and neuroinflammation in vivo. During epileptogenesis, the post-SE upregulation of hippocampal levels of *Fosl1* and many inflammatory factors were suppressed by LEV. *Fosl1* expression showed a characteristic pattern different from that of the expression of *Fos*, an immediate-early gene belonging to the same Fos family. At 2 days after SE, *Fosl1* was predominantly expressed in astrocytes but was rarely detected in microglia, whereas *Fos* expression was distributed in various brain cell types. The expression of A2 astrocyte markers was similar to that of *Fosl1* and was significantly suppressed by LEV. These results suggest that LEV may regulate astrocyte reactivity through regulation of *Fosl1*.

## 1. Introduction

Epilepsy is one of the most common serious neurological disorders. The incidence and prevalence of epilepsy worldwide are approximately 50 per 100,000 and 700 in 100,000 people per year, respectively, and are higher in infants (<2 years old) and older people [1,2,3]. Among them, epilepsy that develops after an insult to the brain, such as through stroke or brain trauma, often develops in the elderly and has become a major social problem in a society with an increasingly older population, so the prevention of these forms of epilepsy is an important area of focus. The key process underlying the onset of epilepsies arising from insults to the brain is thought to be the changes in the brain that occur during the early phase of epileptogenesis (latent period), and many drug discovery investigations for agents that inhibit these changes are underway. As a result, it has been found that some non-antiepileptic drugs (AEDs), unlike conventional AEDs, may prevent the onset of epilepsy [4,5,6,7,8,9]. It has also been suggested that the same effect could be seen with levetiracetam (LEV), one of the new AEDs [10,11,12].

LEV is an established second-generation AED that is widely used to treat partial onset and generalized seizures [13]. Our previous study showed that LEV treatment attenuated the spontaneous recurrent seizures and suppressed the blood−brain barrier (BBB) failure associated with the angiogenesis and brain inflammation that occur after pilocarpine (PILO)-induced status epilepticus (SE) [14,15,16]. The synaptic vesicle protein 2A (SV2A) membrane protein is known as the main target of action of LEV, but the mechanism by which it suppresses brain inflammation is unknown. As a result of efforts to explore new targets for LEV, we identified FOSL1 as another new target molecule of LEV in an in vitro experiment using murine BV-2 microglial cells [17]. It was shown that the microglial activation and inflammatory response that occur after lipopolysaccharide (LPS) stimulation were inhibited through the suppression of FOSL1 expression that was induced by LEV administration. FOSL1 belongs to the FOS family and binds a Jun-family member to form the transcription factor AP-1, which is involved in a variety of biological processes, including cell proliferation, differentiation, apoptosis, and inflammation [18,19,20].

In the present study, we comprehensively investigated gene expression in the hippocampus of LEV-treated and untreated PILO-SE mice to promote understanding of the whole process of early epileptogenesis. Additionally, to investigate whether LEV suppresses neuroinflammation after SE by controlling the activation of microglia via *Fosl1* as well as in vitro, the dynamics of hippocampal *Fosl1* expression were investigated in detail, and the possibility that LEV administration can suppress epileptogenicity by regulating *Fosl1* expression was explored.

## 2. Results

### 2.1. Comprehensive Analysis of Hippocampal Gene Expression Profiling during Epileptogenesis after PILO-SE

Epilepsy occurring after insults to the brain develops in three phases: injury (brain insult), epileptogenesis (latent period) and subsequent chronic epilepsy (spontaneous recurrent seizures). We have previously reported that levetiracetam (LEV) could be involved in neuroprotection via anti-angiogenesis and anti-inflammatory activities against the blood−brain barrier (BBB) dysfunction that occurs in the acute phase of epileptogenesis after status epilepticus (SE) [15], but the mechanism remains unclear. To comprehensively and effectively assess changes in gene expression in this early stage, we applied cap analysis of gene expression (CAGE) to the hippocampus of PILO-SE mice that were treated with LEV or untreated at 6 h and 2 days after SE. 

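CAGE sequences the capped ends of transcripts, so that each tag marks a start of transcription. Whole hippocampi of 10 ICR mice were used, with 2 mice in each of 5 groups. Pre-SE mice received no PILO. The other groups received PILO at 290 mg/kg and were sampled at 6 h or 2 days after SE, without LEV (SE 6 h and SE 2 days) or with oral LEV at 360 mg/kg (SE + LEV 6 h and SE + LEV 2 days). SE + LEV 6 h mice had received LEV 1 time before sampling and SE + LEV 2 days mice 5 times. The authors mapped the tags to the mm9 mouse genome, clustered them with the RECLU pipeline and deposited a table of CPM values, which are tag counts scaled to the total of each library, with 1 value per gene and mouse. The paper's text does not state how tag clusters were summed to genes or whether strand was used in that step.

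In every library, 100% of the CPM values were whole multiples of the value of 1 tag within rounding, so the tag counts on the listed genes were recovered. The recovered totals of replicates 1 and 2 were 28995961 and 51710968 tags in pre-SE mice, 31178064 and 14594579 in SE 6 h mice, and 30096467 and 10540698 in SE + LEV 6 h mice. They were 23585359 and 20937023 tags in SE 2 days mice and 43743195 and 24346865 in SE + LEV 2 days mice, and the median of the 10 libraries was 26671413. The CPM values were transformed to log2(CPM + 0.1), and the 15851 genes with at least 0.1 CPM in at least 2 libraries were tested in 1 limma model with a mean for each group, a mean-variance trend, two-sided tests and Benjamini-Hochberg adjustment. Genes with an adjusted p of at most 0.05 were called. The logFC values are differences on this log2(CPM + 0.1) scale, which understates the changes of genes with low CPM. Where all mice of the reference group had at most 3 tags, the fold change is given as a lower bound. With 2 mice against 2, chance places both mice of one group above both mice of the other in 16.7% of genes, and the smallest two-sided exact permutation p is 0.333, so the calls rest on the spread that the limma model shares across genes and groups.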

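Against pre-SE mice, 437 genes were called higher and 32 lower in SE 6 h mice, and 803 were called higher and 94 lower in SE 2 days mice. In each of these genes, both mice of one group were above both mice of the other. The genes called higher at both times numbered 188, which was 43.0% of those called higher at 6 h. Against SE 6 h mice, 0 genes were called higher and 2 lower in SE + LEV 6 h mice. At an unadjusted p under 0.05, 184 genes were higher and 542 lower in that comparison, where 396 are expected by chance in each direction. Against SE 2 days mice, 0 genes were called higher and 0 lower in SE + LEV 2 days mice, and 208 were higher and 220 lower at an unadjusted p under 0.05. The genes called higher after SE and also called lower with LEV therefore numbered 2 at 6 h and 0 at 2 days.

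The median logFC of all genes tested was −0.13 in SE 6 h mice against pre-SE mice, and scaling the libraries by the median of gene-wise ratios brought it to −0.005 and gave 532 genes higher and 22 lower. Of the alternatives set beforehand, DESeq2 on the recovered tags gave the most genes higher after SE and lower with LEV. It called 1008 genes higher at 6 h and 1260 higher at 2 days, and 69 lower with LEV at 6 h and 4 at 2 days, of which 63 and 4 were also called higher after SE. Replicate numbers were also fitted as a block. The deviations of same-numbered mice had a correlation of 0.34 across genes between the SE 6 h and pre-SE groups, and the block gave 373 genes higher and 29 lower. Between the SE + LEV 6 h and SE 6 h groups the correlation was 0.15, and the block gave 0 genes higher and 0 lower (181 and 539 at an unadjusted p under 0.05). Between the SE + LEV 2 days and SE 2 days groups it was −0.18, and the block gave 0 and 0 (212 and 235). With the numbers crossed in 1 of these groups, a pairing added after the correlation was seen, the counts were also 0 and 0 (307 and 284).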

To explore the potential mechanism of LEV action, we used Gene Ontology (GO) analysis of biological processes and identified the group of genes that exhibited upregulated levels after PILO-SE and for which this upregulation was prevented by LEV treatment (Figure 1A). The levels of genes involved in blood vessel morphogenesis, cell migration and inflammatory response were upregulated at 6 h after SE, which is the earlier stage of epileptogenesis (Figure 1A, left upper panel). 

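Among the genes called higher in SE 6 h mice, *Cda*, *Ccl3*, *Inhba*, *Atf3* and *Fosl1* had the largest logFC. *Cda* (ENSMUSG00000028755), on chromosome 4 of mm9 from 137894339 to 137923907, had a logFC of 7.7 (standard error 1.19, limma adjusted p = 0.0085). Its CPM was 0.28 and 0.02 in the 2 pre-SE mice and 90.93 and 21.58 in the 2 SE 6 h mice. The adjusted p was 0.017 with replicate numbers as a block (correlation 0.34 between same-numbered mice) and ranged from 4.1e-12 to 0.02 over the alternatives. *Ccl3* (ENSMUSG00000000982), on chromosome 11 from 83461346 to 83462857, encodes a chemokine and had a logFC of 6.75 (standard error 0.80, limma adjusted p = 0.0028). *Inhba* had a logFC of 6.69 and *Atf3* of 6.63. The largest decreases were those of *Plk5* (logFC −3.0), *Slc22a8* (−2.90), *Calhm2* (−2.89), *Selplg* (−2.51) and *P2ry12* (−2.51). With the block, the limma adjusted p of *Slc22a8* rose from 0.041 to 0.062, so that it was no longer called. Those of the others were between 0.023 and 0.029. *Calhm2* overlaps *Pdcd11*, so its tags are uncertain where counting did not use strand.

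Gene Ontology terms were not used here. Inflammation was represented by a cytokine and chemokine family defined by gene symbols alone, which were Ccl, Cxcl, Cx3cl or Xcl followed by a number, Il followed by a number without r after it, Tnf, and Tnfsf followed by a number without r after it. The rule admits *Il18bp* and *Il4i1*, which are not cytokines, and leaves out *Il1rn*. Of 37 such entries tested, 11 were called higher at 6 h. This was 29.7%, against 2.8% of all genes tested (odds ratio 15.3, two-sided Fisher's exact test, p = 2.8e-09). The test takes genes as independent, although they were measured in the same mice and may change together. Its p therefore does not measure the spread between mice. DESeq2 on the recovered tags lowered the odds ratio most, to 9.08. The odds ratio was 13.6 with the block.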

The expression levels of genes related to immunity and inflammation were significantly increased at 2 days after SE, when the stage was more advanced (Figure 1A, right upper panel). 

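Among the genes with the largest logFC of those called higher in SE 2 days mice were *Timp1*, *Msr1*, *Mnda* and *Cd72*. *Timp1* (ENSMUSG00000001131), on chromosome X of mm9 from 20447292 to 20451861, had a logFC of 8.72 (standard error 0.84, limma adjusted p = 0.00092). Its CPM was 0.17 and 0.19 in pre-SE mice and 59.61 and 231.98 in SE 2 days mice. It lies within *Syn1*, which is on the other strand. *Msr1* (ENSMUSG00000025044), a macrophage scavenger receptor gene, had a logFC of 7.86 (standard error 0.99, limma adjusted p = 0.0019). *Mnda* had a logFC of 7.82 and overlaps *Mndal* on the same strand, so its tags are uncertain. *Cd72*, which overlaps *Tesk1* on the other strand, had a logFC of 7.36 and was at least 295-fold higher than in pre-SE mice. The largest decreases were those of *Tdo2* (logFC −4.99), *Gm16721* (−3.28), *Gm1337* (−3.17), *Hes5* (−3.09) and *Gm11627* (−2.93). With replicate numbers as a block (correlation 0.06), the limma adjusted p was 0.064 for *Tdo2*, 0.062 for *Gm16721* and 0.07 for *Gm1337*, so that these were no longer called. *Tdo2* and *Gm11627* had at most 3 tags in each SE 2 days mouse, so their logFC depends on the pseudocount. *Gm16721* overlaps *Capn2*.

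Of the 37 entries of the cytokine and chemokine family, 16 were called higher at 2 days. This was 43.2%, against 5.1% of all genes tested (odds ratio 14.5, two-sided Fisher's exact test, p = 7.7e-12). As at 6 h, this p takes genes as independent and does not measure the spread between mice. Compared directly with SE 6 h mice, 498 genes were called higher and 176 lower in SE 2 days mice, so that 73.9% of the calls were higher. With median-of-ratios rescaling the counts were 387 and 218 (64% higher).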

At either stage, the increases in the expression levels of genes involved in inflammation were prevented by LEV administration (Figure 1A, lower panels). 

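Of the genes called higher after SE, 411 of 437 (94.1%) had a lower estimate in SE + LEV 6 h mice than in SE 6 h mice, with a median logFC of −0.95. At 2 days, 685 of 803 (85.3%) had a lower estimate in SE + LEV 2 days mice, with a median logFC of −0.48. Among all genes tested, 44.2% and 44.6% had lower estimates with LEV at 6 h and 2 days, and the median logFC was 0.04 at both times. Both mice given LEV were below both untreated SE mice in 335 of the raised genes (76.7%) at 6 h and in 212 (26.4%) at 2 days. The same SE mice enter the choice of these genes and the comparison with LEV, which by itself lowers the estimates. None of the 37 entries of the cytokine and chemokine family was called lower with LEV at either time.

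The 2 genes called lower in SE + LEV 6 h mice were *Zfp184* and *Magoh*. *Zfp184* (ENSMUSG00000006720) had 13.73 and 14.94 CPM in SE 6 h mice and 1.59 and 1.61 in SE + LEV 6 h mice (logFC −3.08, standard error 0.35, limma adjusted p = 0.033). It overlaps *Gm11280*, *Gm11281* and *Gm11282* on the other strand. *Magoh* (ENSMUSG00000028609) had 354.42 and 314.5 CPM in SE 6 h mice and 84.69 and 76.47 in SE + LEV 6 h mice (logFC −2.05, standard error 0.23, limma adjusted p = 0.033). With replicate numbers as a block (correlation 0.15 between same-numbered mice), the adjusted p of each was 0.096, and over all alternatives it ranged from 2e-11 to 0.2 for *Zfp184* and from 1.5e-09 to 0.2 for *Magoh*.

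Against pre-SE mice, 50 genes were called higher and 1 lower in SE + LEV 6 h mice, and 47 of the 437 genes raised at 6 h were among them. In SE + LEV 2 days mice, 448 genes were called higher and 3 lower than in pre-SE mice, and 427 of the 803 genes raised at 2 days were among them. The block gave 405 and 5 in this comparison, where same-numbered mice correlated at −0.44, and 574 and 25 with the numbers crossed. A fit of only these 2 groups gave 0 and 0 (1343 and 309 at an unadjusted p under 0.05). The effect of LEV differed between the times in 0 genes (251 with a higher and 126 with a lower effect at 2 days at an unadjusted p under 0.05).

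The position of each mouse was also expressed as the median, over the raised genes, of its distance from the pre-SE mean as a share of the distance of the SE mean. This share was 68.0% and 53.4% in replicates 1 and 2 of SE + LEV 6 h mice. It was 100.1% and 65.0% in replicates 1 and 2 of SE + LEV 2 days mice.

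**Figure D1:**
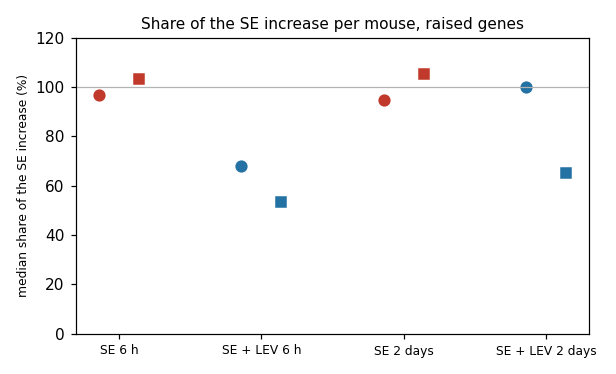
Median share of the increase after SE in each mouse (%), over the 437 genes raised at 6 h and the 803 raised at 2 days, for SE mice (red) and SE + LEV mice (blue), with replicate 1 as circles, replicate 2 as squares and the SE mean at 100 as a line. Both SE + LEV 6 h mice lie below both SE 6 h mice, while replicate 1 of SE + LEV 2 days lies between the SE 2 days mice.

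From the Gene Ontology terms found among genes whose increase was lowered by LEV (Figure 1A, lower panels), the paper states that LEV prevented the increases of genes involved in inflammation at either stage.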

Figure 1B summarizes the results of the analysis of the changes in the gene expression levels of factors that commonly influence BBB function (Figure 1B, upper panels) and cytokines/chemokines (Figure 1B, lower panels) at 6 h and 2 days after SE. 

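Of the genes labelled in Figure 1B, 21 cytokine/chemokine genes and 9 BBB-related genes were tested. After SE, 12 of the 21 cytokine/chemokine genes were called higher at 6 h and 16 at 2 days. With adjustment over these 21 genes alone, the counts were 16 and 20, and with replicate numbers as a block the count at 6 h was 10 (correlation 0.34). Of the BBB-related genes, *Cdh5* alone was called higher at 6 h, with or without the block, and 0 were called at 2 days (2 at an unadjusted p under 0.05).

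With LEV, 0 of the 21 cytokine/chemokine genes were called lower at 6 h and 0 at 2 days, and at an unadjusted p under 0.05 there were 8 at each time. Adjusted over the 21 genes alone, 6 were lower at 6 h (*Ccl3*, *Ccl4*, *Ccl9*, *Ccl11*, *Cxcl2* and *Il6*) and 1 at 2 days (*Il6*). The estimates of 18 of the 21 genes were lower with LEV at each time, with a median logFC of −0.89 at 6 h and −1.30 at 2 days. Both mice given LEV were below both untreated SE mice in 14 genes at 6 h and 9 at 2 days, where chance gives 3.5. The genes with higher estimates were *Ccl12*, *Cxcl10* and *Tgfb1* at 6 h and *Ccl8*, *Ccl9* and *Ccl24* at 2 days. The block of replicate numbers gave 0 of these genes at 6 h (correlation 0.15) or at 2 days (correlation −0.18), where crossing the numbers also gave 0.

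Of the 9 BBB-related genes, 0 were called with LEV at 6 h and 0 at 2 days, and at an unadjusted p under 0.05 there were 1 and 0. At 6 h, 7 of the 9 estimates were lower, with a median logFC of −0.12, and both mice given LEV were below both untreated mice in 2 genes, including *Cdh5*. At 2 days, 3 of the 9 estimates were lower, with a median logFC of 0.04 that became −0.01 with median-of-ratios rescaling. Both mice given LEV were below both untreated mice in *Cdh5* and above them in *Tjp1* (logFC 0.33). Chance gives 1.5 of 9 genes.

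*Il6* (ENSMUSG00000025746) had 0 tags in both pre-SE mice, and its CPM was 1.75 ± 0.834 in SE 6 h mice and 0.16 ± 0.099 in SE + LEV 6 h mice (SD, n = 2). It was 1.44 ± 0.658 in SE 2 days mice and 0.10 ± 0.0849 in SE + LEV 2 days mice. Its logFC with LEV was −2.81 at 6 h (standard error 0.56, limma adjusted p = 0.19, 0.0063 over the 21 genes) and −2.95 at 2 days (standard error 0.56, limma adjusted p = 1.0, 0.0069 over the 21 genes). *Ccl2* (ENSMUSG00000035385), which overlaps *Gm17268*, had a CPM of 21.8 ± 10.0 in SE 6 h mice and 11.5 ± 4.04 in SE + LEV 6 h mice (SD, n = 2). In SE 2 days mice its CPM was 49.2 ± 29.9, and in SE + LEV 2 days mice 22.5 ± 20.5, and the mice of these 2 groups overlapped.

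**Figure D2:**
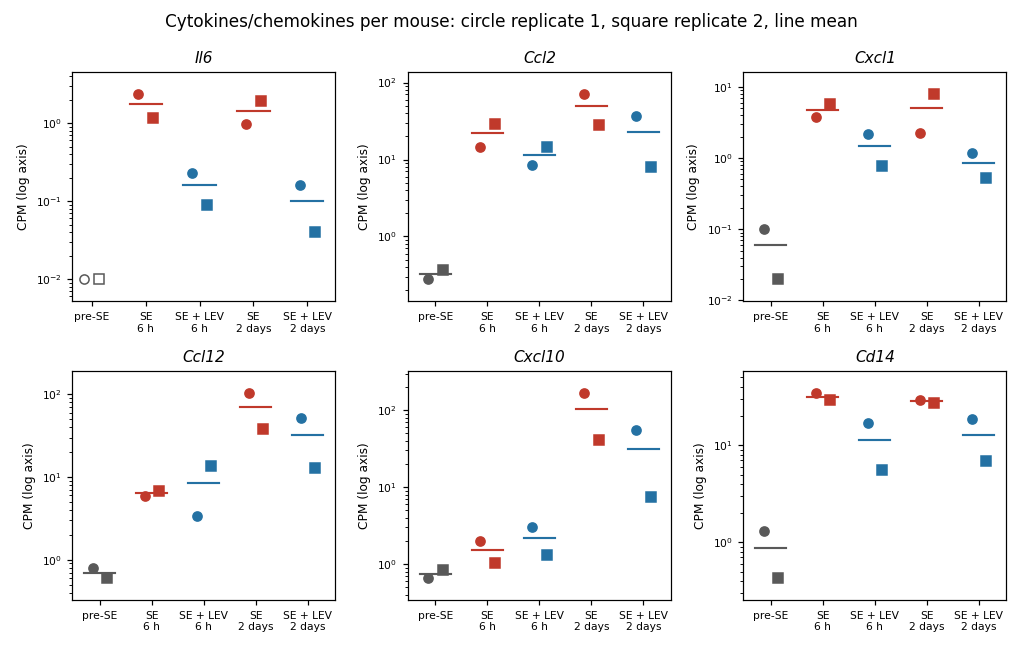
CPM (log axis) of *Il6*, *Ccl2*, *Cxcl1*, *Ccl12*, *Cxcl10* and *Cd14* in each mouse of the 5 groups, with replicate 1 as circles, replicate 2 as squares and the group mean as a line; the open symbols of *Il6* in pre-SE mice stand for 0 and are drawn at 0.01. *Il6* is at most 0.23 CPM in all 4 mice given LEV and at least 0.98 CPM in all 4 untreated SE mice, while for *Ccl12* and *Cxcl10* the mice given LEV and the untreated mice overlap.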

The expression levels of these factors were often elevated after SE (Figure 1B, open circles), but these changes were found to be suppressed by LEV administration (Figure 1B, filled circles). For the levels of many BBB permeability-related genes, increased expression was already observed 6 h after SE. 

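In SE 6 h mice, 8 of the 9 BBB-related genes had higher estimates than in pre-SE mice, with a median logFC of 0.75, and both SE 6 h mice were above both pre-SE mice in 7 of them. At an unadjusted p under 0.05, 4 genes were higher. After *Cdh5*, the largest logFC were those of *Abcb1a* (1.35, standard error 0.52, limma adjusted p = 0.22) and *Slc2a1* (0.93, standard error 0.35, limma adjusted p = 0.21). *Cldn5* had a logFC of 0.75, *Shh* of 0.56 and *Tjp1* of 0.47, each with both SE 6 h mice above both pre-SE mice. *Ptch1* had a logFC of 0.17 with overlapping groups. *Ocln* was the only gene with a lower estimate (logFC −0.59, limma adjusted p = 0.54), and its groups overlapped. In the fit with replicate numbers as a block (correlation 0.34), the adjusted p was 0.20 for *Abcb1a* and 0.22 for *Slc2a1*. Over the alternatives it ranged from 0.11 to 0.29 for *Abcb1a* and from 0.031 to 0.26 for *Slc2a1*, the lowest of which came from edgeR's exact test on the recovered tags, chosen after the data were seen.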

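*Cdh5* (ENSMUSG00000031871) lies on the plus strand of chromosome 8 of mm9 from 106625525 to 106668402 and has 12 exons, with no other annotated gene over it. Its CPM was 4.23 ± 0.247 in pre-SE mice and 18.5 ± 1.33 in SE 6 h mice (SD, n = 2). The logFC was 2.10 (standard error 0.30, limma adjusted p = 0.0061), and it stayed between 2.03 and 2.17 with each mouse left out in turn. With replicate numbers as a block (correlation 0.34), the adjusted p was 0.012, and over the alternatives it ranged from 1.3e-09 to 0.016. In SE + LEV 6 h mice the CPM was 10.9 ± 3.08, below both SE 6 h mice, with a logFC of −0.79 (standard error 0.30, limma adjusted p = 0.97). With the block (correlation 0.15) this adjusted p was 1.0, and over the alternatives it ranged from 0.69 to 1.0.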

In particular, the increased expression levels of *Cdh5* (vascular endothelial cadherin, VE-cadherin), which is selectively expressed in vascular endothelial cells and is a useful marker of BBB function, was remarkable. The increase in expression was induced even at 2 days after SE, but the difference was smaller than that observed after 6 h. However, the increased levels of cytokine/chemokine expression persisted even 2 days after SE. These observations were in excellent agreement with our previous magnetic resonance imaging (MRI) studies showing that LEV treatment prevented the BBB failure associated with the brain inflammation and angiogenesis that occurred within 2 days of SE [15]. 

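In SE 2 days mice the CPM of *Cdh5* was 7.39 ± 0.495 (SD, n = 2), and both mice were above both pre-SE mice. The logFC against pre-SE mice was 0.79 (standard error 0.30, limma adjusted p = 0.17), with an adjusted p between 0.099 and 0.22 over the alternatives. Compared directly with SE 6 h mice, the logFC was −1.31 (standard error 0.30, limma adjusted p = 0.039), with an adjusted p between 0.00062 and 0.055 over the alternatives. In SE + LEV 2 days mice the CPM was 6.25 ± 0.276 (SD, n = 2), and the logFC against SE 2 days mice was −0.24 (standard error 0.30, limma adjusted p = 1.0). A block of replicate numbers (correlation −0.18) gave an adjusted p of 0.99, and crossing the numbers gave 0.97, the lowest over the alternatives.

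Over the 9 BBB-related genes, the median logFC at 2 days was 0.55 against pre-SE mice and −0.31 against SE 6 h mice. Both SE 2 days mice were above both pre-SE mice in 6 genes and below in *Ocln* and *Ptch1*.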

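In SE 2 days mice, 20 of the 21 cytokine/chemokine genes had higher estimates than in pre-SE mice, and in these 20 both SE 2 days mice were above both pre-SE mice, where chance gives 3.5. The median logFC was 3.96, against 3.17 in SE 6 h mice, where all 21 estimates were higher. *Ccl24* was the gene with a lower estimate at 2 days (logFC −0.75, limma adjusted p = 0.60). The largest logFC at 2 days were those of *Ccl2* (6.72, standard error 0.68, limma adjusted p = 0.0011), *Cxcl10* (6.62, standard error 0.89, limma adjusted p = 0.0027) and *Ccl12* (6.31, standard error 0.75, limma adjusted p = 0.0015). *Cxcl10* had 0.745 ± 0.12 CPM in pre-SE mice, 1.52 ± 0.70 in SE 6 h mice and 104 ± 88.3 in SE 2 days mice (SD, n = 2). *Il6* was at least 21.7-fold higher than in pre-SE mice at 6 h and at least 17.9-fold higher at 2 days. *Cxcl1* was at least 58.6-fold and at least 62.4-fold higher at these times.

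Compared directly with SE 6 h mice, 5 of the 21 genes were called higher in SE 2 days mice, namely *Cxcl10* (logFC 5.74), *Cxcl13* (3.53), *Ccl12* (3.28), *Ccl8* (2.64) and *Cxcl16* (2.61). *Ccl24* (logFC −3.92) and *Cxcl2* (−2.59) were called lower. Adjusted over the 21 genes alone, 7 were higher and 2 lower at 2 days, with *Cxcl11* and *Tgfb1* as the further genes.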

To confirm the CAGE results and examine the expression levels of cytokines/chemokines more closely, total RNA was extracted from the hippocampi of control animals (pre-SE) and PILO-SE (post-SE) mice that were treated with LEV or untreated, and the RNA was analyzed using real-time PCR (Figure 2). The gene expression levels of many proinflammatory cytokines/chemokines, such as *Il6*, *Ccl2* and *Cxcl1*, were significantly elevated at 2 days after SE, and upregulation of their expression was prevented by treatment with LEV; thus, results similar to those of CAGE were obtained with real-time PCR.

Moreover, to assess the protein expression levels of specific inflammation-related molecules, a Proteome Profiler Mouse XL Cytokine Array Kit was used (Figure 3). Of the 111 proteins with expression levels that can be assessed using this kit, 48 proteins showed significantly higher expression levels at 2 days after SE than pre-SE (Figure 3A, middle panel). Among them, the levels of 23 proteins, including CCL6, CXCL10 and CD14, were not upregulated after SE following LEV administration (Figure 3A, lower panel). The fluctuations in the expression levels of typical cytokines/chemokines are shown in Figure 3B. LEV administration was shown to have a suppressive effect on cytokine/chemokine production at both the mRNA and protein levels.

### 2.2. Induction of Hippocampal Fosl1 Expression during Epileptogenesis after PILO-SE and Differences between Fosl1 and Fos Expression

SE is associated with the excessive synaptic activation of excitatory neuronal circuits [21]. Neural activity has been shown to induce the expression of immediate early genes (IEGs) encoding effector molecules and transcription factors [22,23]. Rapidly and transiently induced IEGs cause changes in response to stimuli through different functions. To examine the dynamics of IEGs in the hippocampus during epileptogenesis, the expression patterns of major neuronal IEGs were analyzed using CAGE data (Figure 4A). Many IEGs were observed to exhibit a rapid increase in expression after 6 h of SE, and it was shown that high levels were maintained even after 2 days (Figure 4A, open circles). In addition, for most factors, this induced increase in expression was suppressed by LEV administration (Figure 4A, filled circles).

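Of the IEGs labelled in Figure 4A, 13 were tested, and in all 13 both SE 6 h mice and both SE 2 days mice were above both pre-SE mice, where chance gives 2.2 at each time. At 6 h, 9 were called higher (*Fosl1*, *Fosb*, *Fos*, *Ptgs2*, *Arc*, *Egr2*, *Egr3*, *Jun* and *Junb*), with a median logFC of 3.36 over the 13. The block of replicate numbers (correlation 0.34) gave 9 as well. Adjusted over the 13 genes alone, all 13 were higher. The largest logFC after *Fosl1* were those of *Fosb* (6.22, standard error 0.69, limma adjusted p = 0.0023) and *Fos* (5.29, standard error 0.56, limma adjusted p = 0.0023). The IEGs that were not called at 6 h were *Homer1*, *Egr1*, *Nptx2* and *Rheb*, with adjusted p between 0.057 and 0.084.

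At 2 days, 9 were called higher against pre-SE mice, with *Nptx2* in place of *Egr3*, and the median logFC was 2.77. Adjusted over the 13 genes alone, 12 were higher. *Arc* had a CPM of 82.9 ± 35.0 in pre-SE mice, 1459.2 ± 947 in SE 6 h mice and 600 ± 369 in SE 2 days mice (SD, n = 2). Compared directly, 0 of the 13 IEGs were called different between 2 days and 6 h, and 4 were lower at 2 days at an unadjusted p under 0.05. The median logFC between the times was −0.83, and *Fosb* had the largest decrease (logFC −2.43, standard error 0.69, limma adjusted p = 0.084).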

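With LEV, 12 of the 13 IEGs had lower estimates at 6 h and 13 at 2 days, with a median logFC of −1.80 and −2.01. Both mice given LEV were below both untreated SE mice in 11 IEGs at 6 h and in 10 at 2 days. None of the 13 was called lower with adjustment over all genes tested, at either time, and the lowest adjusted p was 0.36 at 6 h and 1.0 at 2 days. At an unadjusted p under 0.05, 9 were lower at 6 h and 11 at 2 days, and the same numbers were called lower with adjustment over the 13 genes alone. Fitting replicate numbers as a block gave 0 of the 13 at 6 h (correlation 0.15) and 0 at 2 days (correlation −0.18, and 0 with the numbers crossed).

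*Ptgs2* had a CPM of 353 ± 251 in SE 2 days mice and 40.1 ± 17.5 in SE + LEV 2 days mice (SD, n = 2), with a logFC of −3.0 (standard error 0.61, limma adjusted p = 1.0, 0.0079 over the 13 genes). *Arc* had a logFC of −2.20 at 6 h (standard error 0.52, limma adjusted p = 0.36, 0.021 over the 13 genes) and −2.16 at 2 days (standard error 0.52, limma adjusted p = 1.0, 0.012 over the 13 genes). *Egr3* was the IEG with a higher estimate at 6 h (logFC 0.32, limma adjusted p = 1.0). At 2 days, *Fosl1*, *Nptx2* and *Homer1* were lower on average, with the mice of the 2 groups overlapping. Against pre-SE mice, 1 IEG remained called higher in SE + LEV 6 h mice (*Fosb*) and 1 in SE + LEV 2 days mice (*Fosl1*). Adjusted over the 13 genes alone, 11 were higher than in pre-SE mice in SE + LEV 6 h mice and 1 in SE + LEV 2 days mice, and both mice were above both pre-SE mice in 11 and 9 IEGs.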

To explore the mechanism underlying the suppression of the inflammatory reaction that occurs after LEV administration, we focused on the expression profiles of *Fosl1* in the hippocampus after SE. 

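*Fosl1* is listed with the identifier ENSMUSG00000024912. The annotation places it on the plus strand of chromosome 19 of mm9 from 5447703 to 5455945, a length of 8243 bp. Its 4 exons are 353, 192, 108 and 1054 bp long, and the coding sequence of 819 bp runs from 5447951 in exon 1 to 5455305 in exon 4. The sequence around the annotated start of transcription, from 5447643 to 5447742, with 60 bp before the start and 40 bp from it on, is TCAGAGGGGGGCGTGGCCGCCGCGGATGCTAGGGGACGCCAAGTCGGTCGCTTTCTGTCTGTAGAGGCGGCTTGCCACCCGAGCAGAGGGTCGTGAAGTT. *Ccdc85b*, on the other strand, overlaps the part of *Fosl1* that holds exons 3 and 4.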

*Fosl1* (also known as *Fra1*), a marker for neuronal activation, is a member of the Fos gene family that plays important roles in complex cellular processes, such as differentiation, proliferation and apoptosis. In our previous study using murine BV-2 microglial cells, we identified *Fosl1* as a new target of LEV by CAGE and RNA interference (RNAi) [17]. We have already mentioned that an increase in the expression of *Fosl1* in the hippocampus was induced during epileptogenesis in a mouse model of PILO-SE, and that the levels were reduced by consecutive administration of LEV immediately after SE. The CAGE data collected in the current study also showed differences in hippocampal *Fosl1* expression levels (higher than those in pre-SE mice; logFC = 8.77, *p* < 0.01 at 6 h, logFC = 9.07, *p* < 0.01 at 2 days after SE) and the effects of LEV administration (lower than those in untreated mice; logFC = −2.23, *p* < 0.01 at 6 h, logFC = −1.94, *p* < 0.05 at 2 days after SE) (Figure 4A). 

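*Fosl1* was near the limit of detection in pre-SE mice, with 0.03 and 0.02 CPM, which is 1 tag in each library. Its CPM was 10.68 and 13.16 in the 2 SE 6 h mice and 2.29 and 2.94 in the 2 SE + LEV 6 h mice. In SE 2 days mice it was 6.78 and 24.17, and in SE + LEV 2 days mice 7.16 and 1.03. Against pre-SE mice, *Fosl1* was at least 148-fold higher at 6 h and at least 192-fold higher at 2 days. On the log2(CPM + 0.1) scale, the logFC was 6.58 at 6 h (standard error 0.79, limma adjusted p = 0.0030) and 6.69 at 2 days (standard error 0.79, limma adjusted p = 0.0014). With each mouse left out in turn, these logFC stayed between 6.43 and 6.73 and between 5.78 and 7.60. With replicate numbers as a block (correlation 0.34), the adjusted p at 6 h was 0.0082, and over the alternatives it ranged from 5.4e-30 to 0.022. At 2 days it ranged from 1.1e-16 to 0.010.

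With LEV, the logFC was −2.15 at 6 h (standard error 0.79, limma adjusted p = 0.95, unadjusted p = 0.022), and both SE + LEV 6 h mice were below both SE 6 h mice. It stayed between −2.32 and −1.98 with each mouse left out in turn. At 2 days the logFC was −2.17 (standard error 0.79, limma adjusted p = 1.0, unadjusted p = 0.021). It ranged from −3.52 to −0.83 with each mouse left out, and replicate 1 of SE + LEV 2 days was above replicate 1 of SE 2 days. Adjusted over the 13 IEGs of Figure 4A alone, p was 0.036 at 6 h and 0.031 at 2 days. With replicate numbers as a block, the adjusted p over all genes was 1.0 at 6 h (correlation 0.15) and 0.99 at 2 days (correlation −0.18, and 0.97 with the numbers crossed). Over the alternatives it ranged from 0.00021 to 1.0 at 6 h and from 0.97 to 1.0 at 2 days. The lowest value at 6 h came from edgeR's exact test on the recovered tags of the 2 groups, chosen after the data were seen. The tags of *Fosl1* are uncertain as far as counting did not separate it from *Ccdc85b*.

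*Fos*, another member of the family, had a CPM of 6.99 ± 4.23 in pre-SE mice, 252 ± 34.4 in SE 6 h mice and 79.3 ± 9.02 in SE 2 days mice (SD, n = 2). With LEV it had 73.6 ± 58.6 at 6 h and 19.4 ± 6.63 at 2 days. Its logFC with LEV was −2.04 at 6 h (standard error 0.56, limma adjusted p = 0.61) and −2.06 at 2 days (standard error 0.56, limma adjusted p = 1.0).

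**Figure D3:**
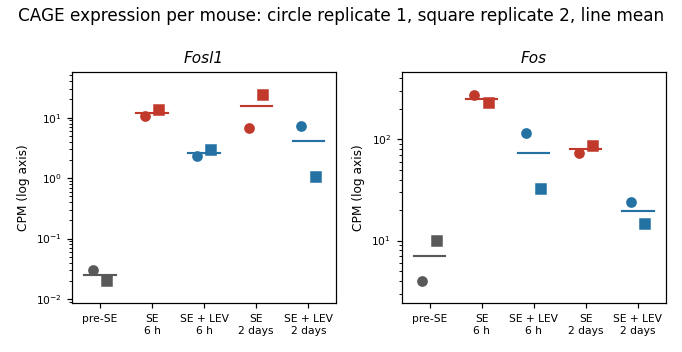
CPM (log axis) of *Fosl1* and *Fos* in each mouse of the 5 groups, with replicate 1 as circles, replicate 2 as squares and the group mean as a line. *Fosl1* rises from 0.02 and 0.03 CPM in pre-SE mice to at least 6.78 CPM in all 4 untreated SE mice, and at 2 days the mice with and without LEV overlap, whereas for *Fos* both mice given LEV lie below both untreated mice at each time.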

To compare the detailed dynamics of the levels of *Fosl1* and other members of the Fos family, total RNA was extracted from the hippocampi of naive (pre-SE) mice, mice at the midway stage of SE (after the first, third and fifth generalized convulsive seizures) or post-SE (1 h, 3 h, 2 days, or 7 days) mice and analyzed using real-time PCR (Figure 4B). The increased expression of *Fos*, which is well known as one of the neuronal IEGs, was induced immediately after treatment with PILO, with a peak at 1 h post-SE (approximately 70-fold higher than pre-SE levels). This induction was transient and nearly disappeared within 24 h post-SE. However, *Fosl1* expression was rarely detected during the convulsive seizures (CSs) and was induced only after 1 h of SE, with a peak of 1 to 2 days post-SE (approximately 140-fold higher than pre-SE levels). These results indicated that both hippocampal *Fosl1* and *Fos* expression were induced during epileptogenesis, but *Fosl1* has a completely different expression pattern from that of *Fos*; nevertheless, they belong to the same Fos family. *Fos* expression began to be induced immediately after even one CS, and its expression levels decreased rapidly after the end of the CSs, whereas *Fosl1* expression began to be induced during the post-SE phase (Figure 4B). The high expression of *Fosl1* tended to persist into the late stages of epileptogenesis, suggesting that *Fosl1* was more closely involved in the progression of epileptogenesis than in the seizures themselves.

We explored whether LEV administration shows different effects on the induction of *Fosl1* and *Fos* gene expression after PILO-SE. As reported previously, LEV treatment tended to reduce *Fosl1* expression 1 h post-SE and significantly reduced *Fosl1* expression 1 and 2 days post-SE (Figure 4C, left panel). A similar suppressive effect of LEV on the increase in *Fos* levels was observed at 1 h post-SE (Figure 4C, right panel). These findings suggested that LEV treatment has a suppressive effect on hippocampal *Fosl1* and *Fos* mRNA expression after SE.

### 2.3. Identification of Cell Types Expressing Fosl1 in the Mouse Hippocampus after SE

In our previous study, we reported that prevention of *Fosl1* upregulation by LEV suppressed microglial activation in murine BV-2 microglial cells treated with LPS [17]. To determine the cell types in which *Fosl1* is expressed during epileptogenesis after PILO-SE, we examined the expression pattern of *Fosl1* in neurons, glial cells (microglia and astrocytes) and vascular endothelial cells separated using a FACSAria II (Figure 5). CD11b^+^, CD90.2^+^, EAAT2^+^ and CD144^+^ cells were separated from the hippocampi of naive (pre-SE) and post-SE mice treated with LEV or untreated (2 days post-SE) (Figure 5A), and the transcript expression levels of *Fosl1* and *Fos* were analyzed. To ascertain whether the isolation criteria were appropriate, we also monitored the expression of some marker genes of specific brain cell types, such as *Tmem119* (microglia-specific marker), *Grin1* (neuron-specific marker), *Slc1a2* (astrocyte-specific marker) and *Cdh5* (vascular endothelial cell-specific marker), in these four populations using real-time PCR (Figure 5B). The CD11b^+^ cells expressed high levels of *Tmem119* (Figure 5B, left upper panel), confirming that they were microglia. The CD90.2^+^ cells expressed high levels of *Grin1* (Figure 5B, right upper panel), confirming that they were neurons. The EAAT2^+^ cells expressed high levels of *Slc1a2* (Figure 5B, left lower panel), confirming that they were astrocytes. The CD144^+^ cells expressed high levels of *Cdh5* (Figure 5B, right lower panel), confirming that they were vascular endothelial cells. The expression levels of *Tmem119* in CD11b^+^ cells, *Grin1* in CD90.2^+^ cells and *Slc1a2* in EAAT2^+^ cells were significantly decreased at 2 days post-SE. These reductions in *Tmem119* in CD11b^+^ cells and *Slc1a2* in EAAT2^+^ cells were significantly suppressed by LEV administration. There was no significant difference in the levels of *Grin1* in CD90.2^+^ cells between the LEV-treated group and the untreated group, but a recovery tendency was observed. These results indicated that LEV might be effective in preventing the decline in neuronal and glial cell function caused by PILO-SE.

Under such conditions, *Fosl1* mRNA levels were very low in CD11b^+^ cells, CD90.2^+^ cells and CD144^+^ cells (Figure 5C, left panel). The highest level of expression was observed in EAAT2^+^ cells (namely, astrocyte populations). Although there was no significant difference, LEV treatment tended to reduce this upregulation in *Fosl1* expression at 2 days post-SE. However, *Fos* expression was evenly distributed in most major brain cell types (Figure 5C, right panel). These results indicated that hippocampal *Fosl1* expression was limited to astrocytes at 2 days post-SE, despite a wide range of *Fos* expression levels.

### 2.4. Effect of PILO-SE and LEV Administration on the Induction of Different Reactive Astrocyte Phenotypes

Astrocytes are key players in the regulation of brain tissue homeostasis and neuronal excitability [24], and many reports show that astrocytes contribute to the pathophysiology of epilepsy [25,26,27,28]. To examine the effect of SE and LEV administration on astrocytes, total RNA was extracted from the hippocampi of pre-SE and post-SE mice treated with LEV or that were untreated, and the levels of genes specifically expressed in astrocytes were analyzed using real-time PCR (Figure 6A). The increased expression of *Gfap*, the most commonly used astrocyte marker, was induced within 1 day post-SE, and the levels remained high for up to 7 days (Figure 6A, left upper panel). Although the effect was not significant, LEV administration tended to reduce this upregulated expression level for at least 1 day after treatment. No significant differences were found in the levels of other markers, such as *P2ry1*, *Ndrg2* and *Slc1a2*. Since *Gfap* is highly expressed by reactive astrocytes [29,30], the findings suggest that epileptogenesis promotes the presence of reactive astrocytes.

Recent studies have revealed that there are two different reactive astrocyte populations in the adult central nervous system (CNS): proinflammatory or neurotoxic A1 astrocytes and anti-inflammatory or neuroprotective A2 astrocytes [30,31,32,33]. To examine the effects of SE and LEV administration on the induction of A1 and A2 astrocyte phenotypes, detailed time-courses of the expression of A1-specific markers (*C3*, *H2-D1*, *Ggta1*, *Gbp2* and *Amigo2*) (Figure 6B) and A2-specific markers (*Ptx3*, *S100a10* and *Ptgs2*) (Figure 6C) in the hippocampus during epileptogenesis were assessed using real-time PCR. The transcript levels of *C3* and *H2-D1* began to increase within approximately 3 h post-SE and continued to increase until 7 days. *Ggta1* mRNA levels reached a plateau after 1 day and remained at high levels until 7 days. The expression of *Gbp2* also reached high levels after 1 day but decreased shortly thereafter. The expression of *Amigo2* tended to decrease gradually over the second day, but no significant difference was observed between pre-SE and post-SE. In either case, no significant differences were observed between the LEV-treated group and the untreated group, suggesting that the presence of some A1-phenotype astrocytes may have been induced after SE and that these astrocytes were not affected by LEV administration.

The expression levels of the A2-specific markers *Ptx3* and *S100a10* were significantly increased 1 and 2 days after SE, and these increases were suppressed by administration of LEV (Figure 6C). The mRNA level of *Ptgs2*, another A2 marker, was dramatically increased within a few hours but returned to low levels within 1 to 2 days. No effect of LEV administration on this change was observed. These data indicated that the presence of both A1- and A2-phenotype astrocytes increased after SE, and LEV administration had an effect on the increase in the presence of the A2-phenotype rather than the presence of the A1-phenotype.

## 3. Discussion

Levetiracetam (LEV), which has unique pharmacokinetic properties and a specific mode of action and chemical structure, is one of the most widely used second-generation anti-epileptic drugs (AEDs) for both adults and children [13,34]. The synaptic vesicle protein 2A (SV2A) membrane protein is known as one of the main target factors for LEV. The existence of other mechanisms of action has been suggested, but these mechanisms have been unknown for a long time. Recently, *Fosl1* was newly identified as a target molecule for LEV in an in vitro experimental system using murine BV-2 microglial cells [17]. A mechanism was shown in which LEV inhibited microglial activation and the inflammatory response by suppressing the increase in *Fosl1* expression that occurs after LPS treatment. In this study, to clarify the mechanism of action of LEV in vivo, we conducted a comprehensive gene expression analysis (Figure 1) and investigated the dynamics of *Fosl1* expression, which fluctuated in vitro (Figure 4). The results indicated that the expression levels of many cytokines/chemokines were dramatically upregulated along with the expression level of *Fosl1* during epileptogenesis after SE, and this upregulation was suppressed by LEV administration (Figure 2 and Figure 3).

Cytokine storms, or cytokine cascades, which are associated with a wide variety of infectious and noninfectious diseases, are caused by the excessive production of proinflammatory cytokines [35,36]. After SE, it was shown that proinflammatory cytokines were intensely released and cytokine storm-like phenomena were present in the hippocampus, so suppressing inflammation as soon as possible may be an effective strategy for reducing the development of subsequent post-SE epilepsy. Although various clinical trials have tested the effect of conventional AEDs, such as phenobarbital, valproate, carbamazepine, phenytoin, lamotrigine and topiramate, on the prevention of the onset of epilepsy, none of them were effective [4,5,6,9,15]. LEV has been suggested to have the potential to reduce the risk of acquired epilepsy or prevent the development of epilepsy [10,11,12], but the mechanism underlying these effects is unknown. Since the cytokine storm-like phenomenon after SE was suppressed by LEV administration, it has been suggested that LEV affected not the expression of individual inflammatory cytokines but that of the upstream transcription factors, such as IEGs and NF-κB, and was involved in the control of the inflammatory state in the brain.

In vivo experiments at 2 days post-SE revealed that hippocampal *Fosl1* expression was hardly observed in microglia and was mainly found in astrocytes (Figure 5). Since LEV is known to suppress neuroinflammation and abnormal microglial activation [15,16], a target search using BV-2 microglial cells was performed, and *Fosl1* was identified [17]. It is predicted that LEV regulates microglial activation via *Fosl1* to suppress neuroinflammation after SE, but the inflammatory response might be suppressed through regulation of astrocyte activity rather than microglia.

The difference in the induction of *Fosl1* and *Fos* gene expression after SE was also clarified. *Fos* is known to be involved in neuronal survival and to induce neuronal cell death [37,38]. Given this information, we consider that *Fos*, whose expression is induced first after SE, triggers neuronal cell death, while *Fosl1*, whose expression is induced thereafter, causes neuroinflammation via astrocyte activation, further increasing neuronal cell death. LEV administration suppresses the induction of these factors. Notably, neuronal cell death has been shown to occur in the hippocampal CA1 at 2 days after SE, but this effect is prevented by LEV treatment [15].

It has been reported that decreased expression of microglial homeostatic genes, such as *Tmem119*, correlates with the severity of neurodegeneration and that decreased expression levels of homeostatic microglial markers might be hallmarks of progressive neuronal loss [39]. Similarly, neurodegeneration could lead to a decline in the expression of neuronally regulated genes, such as *Slc1a2*, in astrocytes [40]. Since decreases in the expression of these markers were confirmed at 2 days post-SE in this study as well (Figure 5), it was found that neurodegeneration was induced by SE and that LEV administration suppressed the progression of neurodegenerative disorder.

Glial cells are nonneuronal cells in the CNS that can be classified into three major groups: astrocytes, microglia and oligodendrocytes [41,42]. Astrocytes are the most abundant glial cell population in the CNS. For many years, astrocytes were thought to provide only metabolic and physical support for neurons [27]. However, in recent years, it has become clear that astrocytes also play an essential role in brain function, such as in the efficiency of synaptic transmission. Moreover, it has become clear that reactive astrocytes are further classified into A1 (neurotoxic) and A2 (neurorestorative) phenotypes according to their functions [31]. A1 reactive astrocytes can secrete neurotoxins that induce neural cell death, while A2 reactive astrocytes promote neuronal survival and tissue repair after nerve injury in a variety of neurological diseases [43,44,45]. Astrocytes are important regulators of the inflammatory response involved in the rapid recovery of nervous tissue [46].

In this study, LEV administration after SE significantly reduced the presence of A2-phenotype astrocytes (Figure 6). The decrease in the presence of the anti-inflammatory A2-phenotype suggests that levels of inflammation have been rapidly reduced. Since the increase in *Fosl1* expression and the increase in the levels of some A2-phenotype markers after SE were very similar, it was possible that *Fosl1* was involved in the induction of the presence of A2-phenotype astrocytes. Although there was no significant effect of LEV administration on the presence of A1-phenotype astrocytes, it seems to have the effect of suppressing the increase in the levels of A1 astrocytes to some extent. Because microglial activation is required for the production of A1-phenotype astrocytes [31,47], if *Fosl1* is also involved in the inhibition of microglial activation that occurs earlier than the second day after SE, similar to the results obtained in vitro, it is considered that LEV administration suppresses the increase in *Fosl1* expression, which reduces the reactivity of microglia and astrocytes, the levels of the inflammatory reaction and the occurrence of consequential neuronal cell death. This study revealed changes in hippocampal *Fosl1* expression, suggesting that LEV might inhibit the onset of spontaneous convulsions by suppressing the levels of intracerebral inflammation via *Fosl1* regulation in glial cells after SE.

It has been suggested that the transcription of *Fosl1* is regulated by other transcription factors that work further upstream, such as *Egr1* [48,49]. Although there was a possibility that the expression of hippocampal *Fosl1* after SE might be regulated by *Egr1*, the increased expression of *Egr1* observed after SE was not affected by LEV administration in the experimental system used in this study (Figure S1). It was suggested that LEV directly controlled *Fosl1* expression without affecting *Egr1* expression. However, there is still the possibility that many other factors are involved, so further investigations are underway to clarify the upstream regulatory factors controlling *Fosl1* using the CAGE data.

## 4. Methods and Materials

### 4.1. Experimental Animals

All animal experiments were approved by the Tokushima Bunri University Animal Care Committees and were performed in accordance with the National Institutes of Health (USA) Animal Care and Use Protocol. All efforts were made to minimize the number of animals used and their suffering. Male, eight-week-old ICR (CD-1) mice were purchased from Japan SLC (Shizuoka, Japan). All mice were maintained with laboratory chow and water ad libitum on a 12 h light/dark cycle. The utilized animals were euthanized using saturated KCl.

### 4.2. Induction of Status Epilepticus (SE) by Pilocarpine (PILO) and Administration of Levetiracetam (LEV)

The PILO-induced SE model was established according to our previous description [14]. Briefly, ICR mice (9–10 weeks old) were injected with methyl scopolamine (1 mg/kg, Sigma-Aldrich, St. Louis, MO, USA) intraperitoneally (i.p.) 30 min prior to PILO (290 mg/kg, i.p., Sigma-Aldrich, St. Louis, MO, USA) administration. The animals were placed in a plastic chamber (10 × 15 × 30 cm), and their behavior was observed before and after PILO administration. The control mice were injected with saline (0.1 mL/10 g i.p.) instead of PILO. SE was defined by the occurrence of five generalized convulsive seizures. To terminate SE, all mice were injected with diazepam (DZP; Cercine^®^, 10 mg/kg, i.p.; Takeda Pharmaceutical Ltd. Osaka, Japan), once or more as needed to suppress convulsive seizures. LEV (LKT Labs, Inc., St. Paul, MN, USA) was orally administered at a dose of 360 mg/kg within 30 min after DZP injection and thereafter twice a day (at 8:30 and 17:30). As a result, the SE + LEV 6 h group was given LEV once, and the SE + LEV 2 days group was given LEV 5 times.

### 4.3. CAGE Analysis

Total RNA was extracted from the whole mouse hippocampus using a High Pure RNA Isolation Kit (Roche Diagnostics K.K., Tokyo, Japan). The RNA quality check, CAGE library preparation, sequencing, mapping and data analysis for CAGE were performed by DNAFORM (Yokohama, Kanagawa, Japan). In brief, the quality of total RNA was assessed with a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) to ensure that the RNA integrity number (RIN) was over 7.0. cDNA was synthesized from the total RNA using random primers. CAGE libraries were constructed and sequenced using single end reads of 75nt on a NextSeq 500 instrument (Illumina, San Diego, CA, USA). The obtained reads (CAGE tags) were mapped to the mouse mm9 genome using BWA (version 0.7.17). The unmapped reads were then mapped with HISAT2 (version 2.0.5). CAGE tag clustering, differentially expressed gene detection and motif discovery were performed with the RECLU pipeline. Tag count data were clustered using the modified Paraclu program. Clusters with counts per million (CPM) values < 0.1 were discarded. Regions with 90% overlap between replicates were extracted by BEDtools (version 2.12.0). The clusters with irreproducible discovery rate (IDR) values ≥ 0.1 and clusters longer than 200 bp were discarded. Differentially expressed genes were detected using the edgeR package (version 3.22.5). The list of differentially expressed genes detected by RECLU with a false discovery rate (FDR) ≤ 0.05 were subjected to GO enrichment analysis with the clusterProfiler package. The raw data were registered in the NCBI GEO database under accession number GSE205373.

### 4.4. Real-Time Polymerase Chain Reaction (PCR) Analysis

Total RNA was isolated using a High Pure RNA Isolation Kit (Roche Diagnostics K.K., Tokyo, Japan) for the whole mouse hippocampus and NucleoSpin RNA XS (Macherey-Nagel, Düren, Germany) for FACS-sorted cells. The concentration and quality of the eluted RNA were measured by UV absorbance at 260 nm and 280 nm using a NanoDrop Spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). cDNA was synthesized using random primers, a ReverTra Ace reverse transcriptase (TOYOBO Co., Osaka, Japan) and a PCR Thermal Cycler (Takara Biomedicals, Tokyo, Japan) according to the manufacturers’ instructions. Gene-specific primers, cDNA template and SYBR Green PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) were used to PCR amplify target genes; amplification was run for 40 cycles using a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). The instrument’s dissociation protocol was used to verify that only the specified PCR products were detected. The relative amounts of target transcripts were calculated using a standard curve generated with serial cDNA dilutions, and the levels were normalized to that of β-actin (*Actb*) within the same cDNA sample. The primer sequences used in this study are listed in Table 1.

### 4.5. Mouse Proteomic Profiling Array Analysis

A membrane-based antibody array kit (Proteome Profiler Mouse XL Cytokine Array Kit, ARY028 R&D Systems, Inc., Minneapolis, MN, USA) coated with 111 capturing antibodies in duplicate on a nitrocellulose membrane was used to determine the relative levels of selected mouse cytokines, chemokines and growth factors. Hippocampal homogenates were prepared from mice before SE (pre-SE) and 2 days post-SE (SE 2 days) that were treated with LEV or were untreated, and the homogenates were tested according to the manufacturer’s instructions. Arrays were imaged using a LAS-3000 (Fujifilm, Tokyo, Japan), and images were analyzed using Multi Gauge software (Fujifilm, Tokyo, Japan). Three independent experiments were performed.

### 4.6. FACS of Microglia, Astrocytes, Neurons and Vascular Endothelial Cells

Mice were perfused transcardially with PBS while under deep anesthesia. The brains were then removed, and the hippocampus was dissected. The hippocampus was digested using collagenase (400 U/mL) and an Adult Brain Dissociation Kit (Miltenyi Biotec, Pris, France). After filtering with a 100 µm cell strainer (Becton Dickinson Biosciences, San Jose, CA, USA), the suspended cells were centrifuged at 400× *g* for 10 min, and the pelleted cells were resuspended in Cell Staining Buffer (BioLegend, San Diego, CA, USA). The dissociated single-cell suspensions were blocked with anti-mouse CD16/CD32 against Fc receptors (Becton Dickinson Biosciences, San Jose, CA, USA) for 10 min on ice. Dead cells were stained with propidium iodide (PI). The cell suspensions were incubated and costained for 30 min on ice in the dark with FITC-conjugated anti-mouse/human CD11b (BioLegend, San Diego, CA, USA, 101206), PE-conjugated anti-mouse CD90.2 (BioLegend, San Diego, CA, USA, 105307), Alexa Fluor 647-conjugated anti-EAAT2 (Signalway Antibody LLC, Greenbelt, MD, USA, #C45336-AF647) and Brilliant Violet 421-conjugated anti-mouse CD144 (BioLegend, San Diego, CA, USA, 138013). The excess unbound antibody was then removed by washing with PBS. Stained cell suspensions were prefiltered through a 0.22 µm pore size membrane and sorted by a FACSAria II cell sorter (Becton Dickinson Biosciences, San Jose, CA, USA). FlowJo software was used for flow cytometry data analysis. Sorted cells were centrifuged at 400× *g* for 15 min, and pellets were suspended for RNA extraction using the NucleoSpin RNA XS (Macherey-Nagel, Düren, Germany).

### 4.7. Statistical Analysis

All data are presented as the mean ± standard error of the mean (SEM). Data were analyzed for significant differences by one-way ANOVA and Tukey’s post-hoc test. Results with *p* values of < 0.05 were considered statistically significant.

## 5. Conclusions

We performed a comprehensive gene expression analysis and showed that cytokine storm-like phenomena occur in the hippocampus after PILO-SE. It was suggested that LEV suppressed this phenomenon through the regulation of *Fosl1* levels expressed in hippocampal astrocytes. This may be one of the important factors explaining the preventive effect of LEV on the onset of epilepsy occurring after insults to the brain.

## Figures and Tables

**Figure 1:**
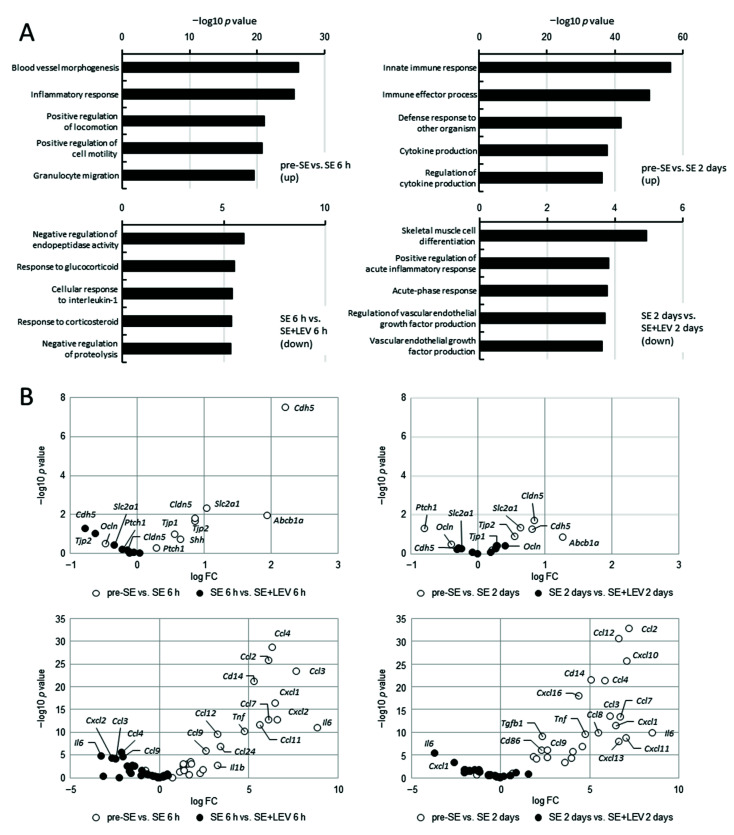
Comprehensive analysis of variable-expression genes after PILO-SE. (**A**) Functional annotation of upregulated genes in the hippocampus of PILO-SE mice (upper panels) and those with upregulation that was prevented after LEV treatment (lower panels) at 6 h and 2 days after SE. Total RNA was extracted from the hippocampi of mice treated with PILO after 6 h and 2 days (post-SE) or before SE (pre-SE), and cap analysis of gene expression (CAGE) and gene ontology (GO) enrichment analysis were performed. Two mice were used in each group. The top five GO terms in each group are displayed. The *x*-axis shows the −log10 *p* value, such that a higher value indicates greater significance. (**B**) Volcano plot showing differences in the expression levels of typical factors that influence BBB function (upper panels) and cytokine/chemokine (lower panels) between pre- and post-SE (open circle) or in animals treated with LEV or untreated (filled circle) at 6 h (left panels) and 2 days (right panels) after SE. The *x*-axis shows the fold change values (log2) between two experimental groups, and the *y*-axis shows the −log10 *p* value.

**Figure 2:**
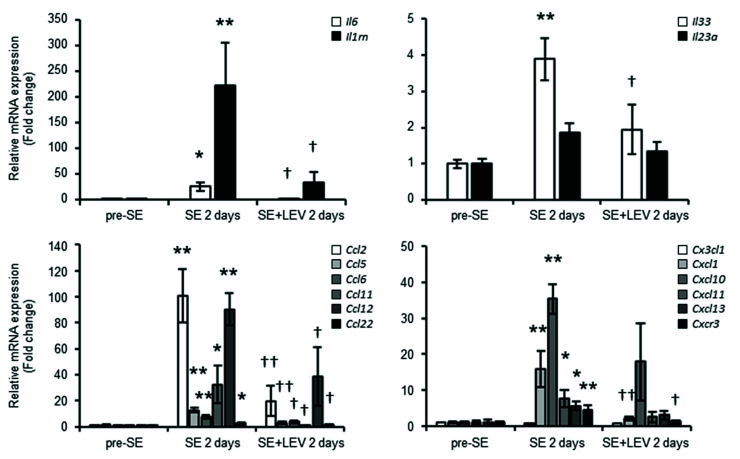
Real-time PCR analysis of the levels of typical cytokines/chemokines at 2 days after SE. Total RNA was extracted from the hippocampus before (pre-SE) and 2 days after SE (SE 2 days) in animals treated with LEV or that were untreated. Real-time PCR was performed using gene-specific primers as described in Table 1. All data points represent the mean ± SEM of at least three independent experiments (*n* = 3–9). Data were analyzed for significant differences by one-way ANOVA and Tukey’s post-hoc test. Results with *p* values < 0.05 were considered statistically significant. ** *p* < 0.01, * *p* < 0.05 vs. pre-SE mice, †† *p* < 0.01, † *p* < 0.05 vs. without post-SE mice.

**Figure 3:**
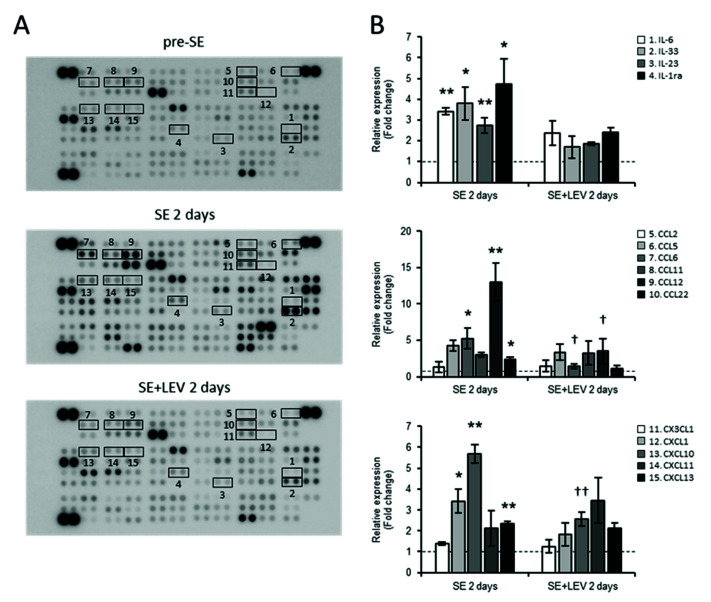
Alterations in the protein expression of hippocampal cytokines/chemokines after PILO-SE in mice treated with LEV or untreated. Protein extracts from the hippocampi of LEV-treated mice and untreated PILO-SE mice at 2 days post-SE or pre-SE were analyzed using the Proteome Profiler Array, Mouse XL Cytokine Array Kit (ARY028 R&D System), which contained 111 different capture antibodies spotted in duplicate on a nitrocellulose membrane. (**A**) Representative images of array membranes corresponding to pre-SE (upper panel), SE 2 days (middle panel) and SE + LEV 2 days (lower panel). Fifteen factors surrounded by squares were selected as representative cytokines/chemokines, and the quantified values at 2 days post-SE divided by those of the pre-SE are shown in (**B**). All data points represent the mean ± SEM of three independent experiments (*n* = 3). Data were analyzed for significant differences by one-way ANOVA and Tukey’s post-hoc test. Results with *p* values < 0.05 were considered statistically significant. ** *p* < 0.01, * *p* < 0.05 vs. pre-SE mice, †† *p* < 0.01, † *p* < 0.05 vs. without post-SE mice.

**Figure 4:**
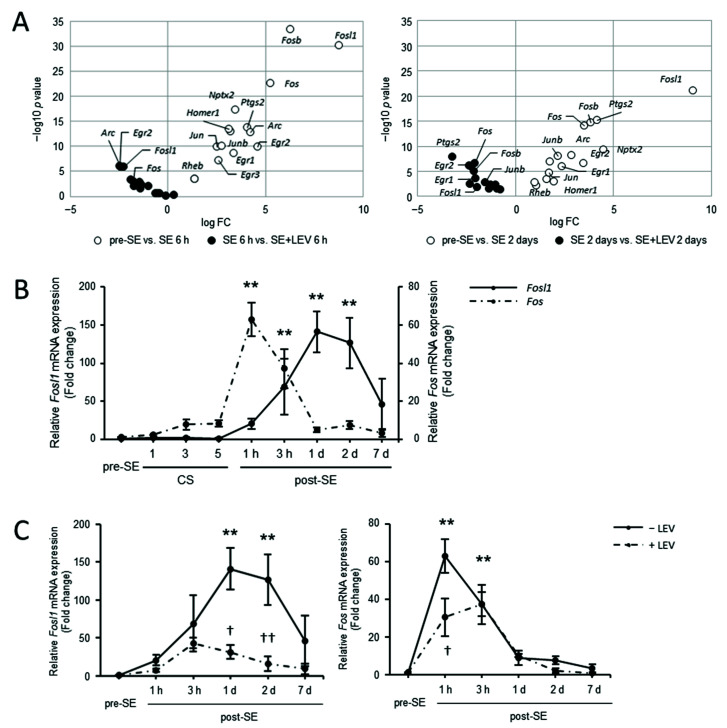
Alterations in gene expression levels of hippocampal neuronal IEGs after PILO-SE in mice treated with LEV or untreated. (**A**) Volcano plot showing major neuronal IEG expression differences between pre- and post-SE (open circles) or in mice treated with LEV or untreated (filled circles) at 6 h (left panel) and 2 days (right panel) after SE. The *x*-axis shows the fold change values (log2) between two experimental groups, and the *y*-axis shows the −log10 *p* value. (**B**) Time-course real-time PCR analysis of *Fosl1* and *Fos* mRNA expression in the hippocampus after PILO-SE. Total RNA was extracted from the hippocampi of mice treated with PILO after the first, third and fifth consecutive generalized convulsive seizures (CSs); at 1 h, 3 h, 1 day, 2 days and 7 days post-SE; and pre-SE. Real-time PCR was performed using gene-specific primers as described in Table 1. (**C**) Real-time PCR analysis of *Fosl1* and *Fos* mRNA expression in the hippocampus after SE in mice treated with LEV or untreated. Total RNA was extracted from the hippocampi of mice treated with PILO at 1 h, 3 h, 1 day, 2 days and 7 days post-SE and pre-SE in mice treated with LEV or untreated. The values were normalized relative to the β-actin (*Actb*) mRNA level and then divided by those of the control group (pre-SE) to calculate the relative mRNA levels. All data points represent the mean ± SEM of at least three independent experiments (*n* = 3–9). Data were analyzed for significant differences by one-way ANOVA and Tukey’s post-hoc test. Results with *p* values < 0.05 were considered statistically significant. ** *p* < 0.01 vs. pre-SE mice, †† *p* < 0.01, † *p* < 0.05 vs. without post-SE mice.

**Figure 5:**
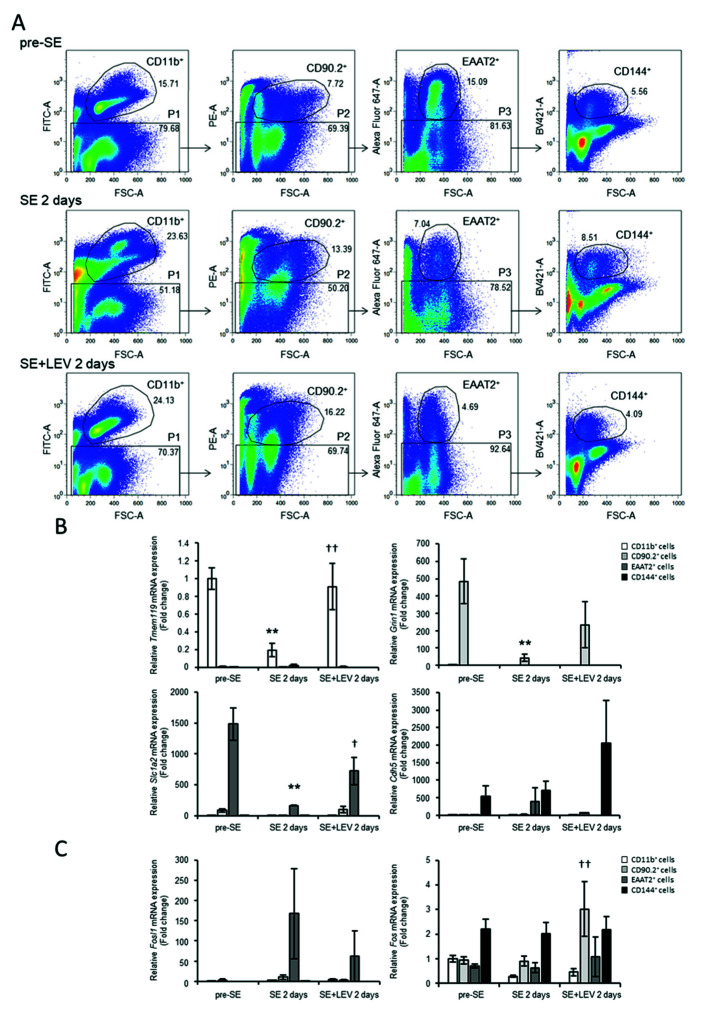
Identification of hippocampal cells expressing *Fosl1* after PILO-SE. (**A**) Representative plots of fluorescence-activated cell sorting from the hippocampus. The hippocampus was collected from PILO-SE mice at 2 days post-SE in mice treated with LEV or untreated and from pre-SE mice. Cells prepared for FACS analysis were first gated based on CD11b-FITC fluorescence intensity as CD11b^+^ or CD11b^−^. Next, CD11b^−^ cells (P1) were resolved according to CD90.2-PE fluorescence. CD90.2^−^ cells (P2) were further divided as EAAT2^+^ or EAAT2^−^ according to Alexa Fluor 647 fluorescence, and EAAT2^−^ cells (P3) were finally subdivided as CD144^+^ or CD144^−^ according to CD144-BV421 fluorescence. These four populations (CD11b^+^, CD90.2^+^, EAAT2^+^ and CD144^+^) were collected by FACS for analysis of transcript expression levels using real-time PCR. (**B**) Real-time PCR analysis of gene markers of microglia (*Tmem119*), neurons (*Grin1*), astrocytes (*Slc1a2*) and vascular endothelial cells (*Cdh5*) of four FACS-sorted populations. (**C**) Real-time PCR analysis of *Fosl1* and *Fos* expression levels of four FACS-sorted populations. The values were normalized relative to the β-actin (*Actb*) mRNA level and then divided by those of the control group (CD11b^+^ cells of pre-SE) to calculate the relative mRNA levels. All data points represent the mean ± SEM of at least three independent experiments (*n* = 3–7). Data were analyzed for significant differences by one-way ANOVA and Tukey’s post-hoc test. Results with *p* values < 0.05 were considered statistically significant. ** *p* < 0.01 vs. pre-SE mice, †† *p* < 0.01, † *p* < 0.05 vs. without post-SE mice.

**Figure 6:**
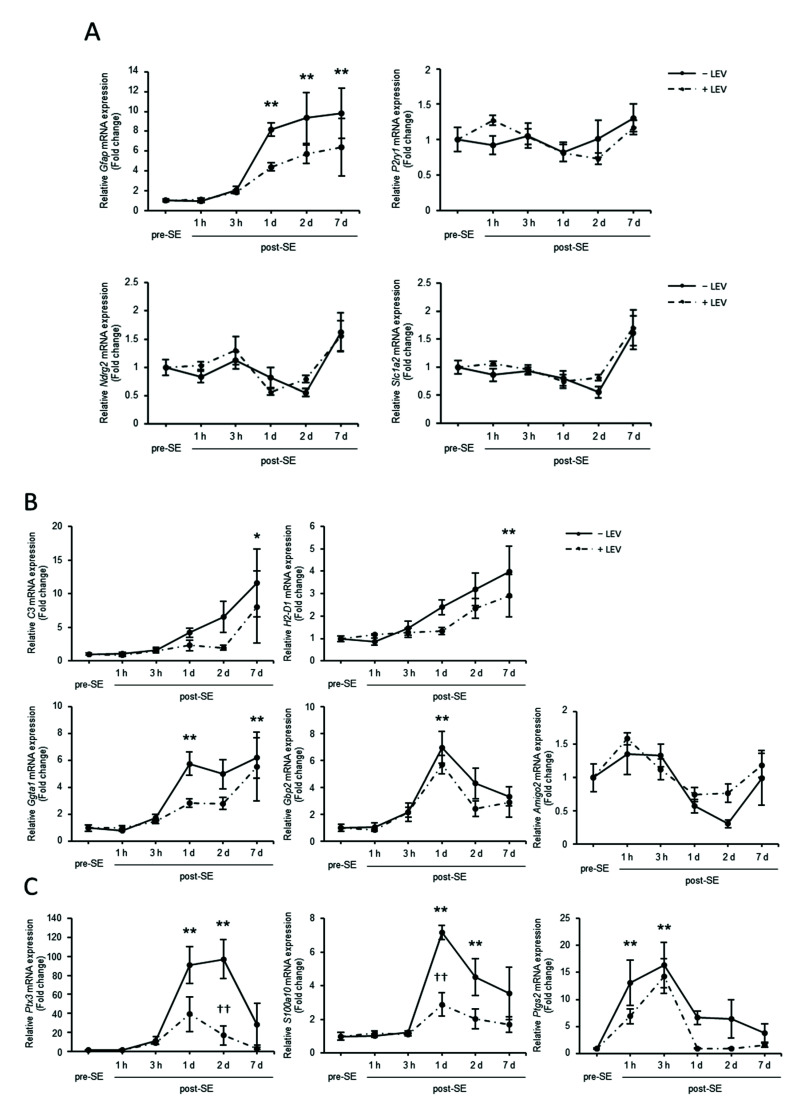
Effect of PILO-SE and LEV administration on the transformation of A1/A2 reactive astrocytes. Time-course real-time PCR analysis of A1-specific mRNA expression during epileptogenesis. Total RNA was extracted from the hippocampi of mice treated with LEV or that were untreated before (pre-) and after (post-) SE at 1 h, 3 h, 1 day, 2 days and 7 days. The mRNA expression levels of astrocytic markers (*Gfap*, *P2ry1*, *Ndrg2* and *Slc1a2*) (**A**), A1-specific markers (*C3*, *H2-D1*, *Ggta1*, *Gbp2* and *Amigo2*) (**B**) and A2-specific markers (*Ptx3*, *S100a10* and *Ptgs2*) (**C**) during epileptogenesis were assessed using real-time PCR. The values were normalized relative to the β-actin (*Actb*) mRNA level and then divided by those of the control group (pre-SE) to calculate the relative mRNA levels. All data points represent the mean ± SEM of at least three independent experiments (*n* = 3–9). Data were analyzed for significant differences by one-way ANOVA and Tukey’s post-hoc test. Results with *p* values < 0.05 were considered statistically significant. ** *p* < 0.01, * *p* < 0.05 vs. pre-SE mice, †† *p* < 0.01 vs. without post-SE mice.

**Table 1:** Primer sequences used for real-time PCR.

Gene	Forward Primer	Reverse Primer
*Il6*	GTCGGAGGCTTAATTACACATGTTC	AATCAGAATTGCCATTGCACAA
*IL1* *rn*	TTGTGCCAAGTCTGGAGATG	CTCAGAGCGGATGAAGGTAAAG
*Il33*	TCCTTGCTTGGCAGTATCCA	TGCTCAATGTGTCAACAGACG
*Il23a*	GACCCACAAGGACTCAAGGAC	ATGGGGCTATCAGGGAGTAGAG
*Ccl2*	GGCTCAGCCAGATGCAGTTAA	CCTACTCATTGGGATCATCTTGCT
*Ccl5*	GCCCACGTCAAGGAGTATTTCTA	ACACACTTGGCGGTTCCTTC
*Ccl6*	ATCAAGCCGGGCATCATCTTTA	TGCCCTCCTTCTCAAGCAAT
*Ccl11*	GAATCACCAACAACAGATGCAC	TCCTGGACCCACTTCTTCTT
*Ccl12*	CATCAGTCCTCAGGTATTGGC	TTGTGATTCTCCTGTAGCTCTTC
*Ccl22*	TGGTGCCAATGTGGAAGACA	GGCAGGATTTTGAGGTCCAGA
*Cx3cl1*	CGCGTTCTTCCATTTGTGTA	CATGATTTCGCATTTCGTCA
*Cxcl1*	ACTGCACCCAAACCGAAGTC	CAAGGGAGCTTCAGGGTCAA
*Cxcl10*	AAGTGCTGCCGTCATTTTCT	GTGGCAATGATCTCAACACG
*Cxcl11*	ATGGCAGAGATCGAGAAAGC	TGCATTATGAGGCGAGCTTG
*Cxcl13*	AGATCGGATTCAAGTTACGCC	TTTGGCACGAGGATTCACACA
*Cxcr3*	AACGTCAAGTGCTAGATGCCT	TCTCGTTTTCCCCATAATCG
*Fosl1*	AGGGCATGTACCGAGACTA	GTGGAACTTCTGCTGCTGG
*Fos*	CCCATCCTTACGGACTCCC	GAGATAGCTGCTCTACTTTGCC
*Tmem119*	ACCCAGAGCTGGTTCCATAG	CGGCTACATCCTCCAGGAAG
*Grin1*	ACTCCCAACGACCACTTCAC	GTAGACGCGCATCATCTCAA
*Slc1a2*	GGTCATCTTGGATGGAGGTC	ATACTGGCTGCACCAATGC
*Cdh5*	TGGCCAAAGACCCTGACAA	TTCGGAAGAATTGGCCTCTGT
*Gfap*	ACCAGCTTACGGCCAACAGT	CCGAGGTCCTGTGCAAAGTT
*P2ry1*	GGCAGGCTCAAGAAGAAGAAT	TCCCAGTGCCAGAGTAGAAGA
*Ndrg2*	ACACCTTATGGCTCGGTCAC	TCTCTTGCATATCCCCGAAC
*C3*	GCAGACCTTAGCGACCAAGT	CCGCAATGACTGTTGGTGTC
*H2-D1*	TCCGAGATTGTAAAGCGTGAAGA	ACAGGGCAGTGCAGGGATAG
*Ggta1*	GTGAACAGCATGAGGGGTTT	GTTTTGTTGCCTCTGGGTGT
*Gbp2*	CAGCTGCACTATGTGACGGA	AGCCCACAAAGTTAGCGGAA
*Amigo2*	CCGATAACAGGCTGCTGGAG	AGAATATACCCCGGCGTCCT
*Ptx3*	CTGCCCGCAGGTTGTGAAA	AGCTTCATTGGTCTCACAGGA
*S100a10*	CATGATGCTTACGTTTCACAGGTT	TGGTCCAGGTCCTTCATTATTTTG
*Ptgs2*	GGGAGTCTGGAACATTGTGAA	GTGCACATTGTAAGTAGGTGGACT
*Egr1*	AGCAGCGCCTTCAATCCTCA	GTCGTTTGGCTGGGATAACT

## Data Availability

The CAGE-seq data have been deposited in the Gene Expression Omnibus (GEO) database (accession number GSE205373). All other data are included in the article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23147608/s1.

# Supplementary material for: Regulation of Inflammation-Related Genes through Fosl1 Suppression in a Levetiracetam-Treated Pilocarpine-Induced Status Epilepticus Mouse Model
**Source:** Int J Mol Sci. 2022 Jul 9;23(14):7608. doi: 10.3390/ijms23147608
**Supplement:** Supplementary file 1

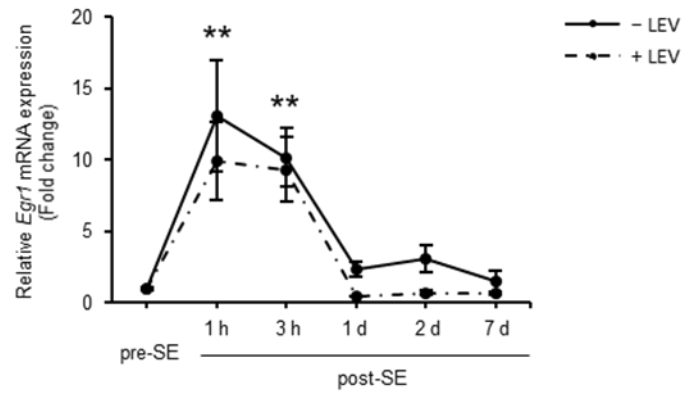

**Figure S1.** Real-time PCR analysis of *Egr1* mRNA expression in the hippocampus after SE in mice treated with LEV or untreated. Total RNA was extracted from the hippocampi of mice treated with PILO at 1 h, 3 h, 1 day, 2 days and 7 days post-SE and pre-SE in mice treated with LEV or mice that were untreated. The values were normalized relative to the  $\beta$ -actin (*Actb*) mRNA level and then divided by that of the control group (pre-SE) to calculate the relative mRNA levels. All data points represent the mean  $\pm$  SEM of three independent experiments ( $n = 3-9$ ). Data were analyzed for significant differences by one-way ANOVA and Tukey's post-hoc test. Results with  $p$  values  $< 0.05$  were considered statistically significant. \*\*  $p < 0.01$  vs. pre-SE mice.

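Figure S1 measures *Egr1* mRNA relative to *Actb* mRNA in the same RNA, so a change of *Actb* itself would enter each relative level. Each relative level is then divided by that of pre-SE mice, so that pre-SE mice lie at 1 and a level above 1 stands for an increase after SE. The panel sets mice treated with LEV beside untreated mice at each time after SE.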

How the deposited data were processed for this re-analysis (not part of the article)

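CAGE tags of whole hippocampi from 10 mice were used, with 2 mice in each of the groups pre-SE, SE 6 h, SE + LEV 6 h, SE 2 days and SE + LEV 2 days. The authors mapped the tags to mm9 with BWA and the tags left over with HISAT2, clustered them with RECLU, discarded clusters under 0.1 CPM and deposited CPM values scaled to the total of the listed genes in each library. They detected differentially expressed genes with edgeR at an FDR of at most 0.05, and the paper's text does not name the test or the design. Each library has its own values, and 0 columns of per-mouse values were left out. How clusters were summed to genes is not stated in the paper's text, which also names no sequencing batch or date. All listed genes were matched to the annotation by their identifiers.

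Tag counts were recovered from the CPM values by finding, for each library, the total for which every value was a whole multiple of 1 tag within rounding. This held for 100% of the values of all 10 libraries, and the recovery was tested on simulated data, where 10 of 10 totals and 100% of the counts were found. The recovered totals ran from 10540698 to 51710968 tags, a ratio of 4.91, so that 3 tags, taken as the limit of detection, were worth 0.058 to 0.285 CPM.

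The comparisons were SE against pre-SE, SE + LEV against SE and SE + LEV against pre-SE at each time, SE 2 days against SE 6 h, and the LEV effect at 2 days against that at 6 h. They were tested with limma 3.58.1 in R 4.3.3 on log2(CPM + 0.1), with all 10 libraries in 1 fit, 5 group means, a mean-variance trend, two-sided moderated t tests and Benjamini-Hochberg adjustment over the 15851 genes with at least 0.1 CPM in at least 2 libraries. Genes with an adjusted p of at most 0.05 were called. Genes labelled in Figures 1B and 4A were also adjusted within their own panel. The cytokine and chemokine family defined by symbols was compared with all genes tested by Fisher's exact test. Lists of marker genes were tested with camera of limma and described by the position of their median among 10000 random lists of similar mean expression. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

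Besides the genes that the paper names or labels, up to 5 genes with the largest logFC in each direction were named for each comparison of SE with pre-SE and of SE + LEV with SE, among called genes whose groups did not overlap, as were members of the marker lists. Some items that fall under this rule are not reported here. *Ccdc85b*, *Pdcd11* and the other overlapping genes are named as limits of these genes.

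On simulated counts with the depth of these libraries, where 200 of 15808 genes were changed, limma called 158 (79% of the changed genes, and 99.2% of those changed by a logFC of at least 2 in size) and made 8 false calls. Without any change it made 0 calls. The corresponding numbers of changed genes and false calls were 155 and 11 for edgeR's quasi-likelihood test, 157 and 27 for DESeq2, and 159 and 9 for edgeR's exact test. The simulation gave every gene the same dispersion of 0.05 and changed only genes with a mean of at least 1 CPM. In the data, *Egr2* with LEV at 6 h had a logFC of −2.6 (standard error 0.78) and was not called (limma adjusted p = 0.69). The simulated shares therefore do not tell how many changes are called where mice vary more, and an uncalled gene is not shown to be unchanged.

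The alternatives were pseudocounts of 0.01, 0.5 and 1, no filter on low values, a filter of at least 1 CPM in at least 2 libraries, median-of-ratios rescaling, replicate number as a block, no mean-variance trend, a fit of only the groups compared, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered tags, each mouse left out in turn, and a preset correlation between genes of 0.01 for the marker lists. The pairing of the block comes from the replicate numbers in the labels, and same-numbered mice are different animals. It was checked by the correlation, across genes, of the deviations of same-numbered mice. The exact test of edgeR on the recovered tags of the 2 groups compared and a block with the numbers crossed in 1 group were added after the data were seen. Gene Ontology annotation, *Il23a*, *Ccl22*, *Cxcr3* and *C3* were not analysed here.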

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

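Of the tests in this part, those of rescaling, of overlapping genes and of a loss of microglia were chosen only after the results were seen.

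*Tmem119*, a microglial marker, fell at 6 h and was higher at 2 days, and this difference between the times is why it is given here. Its CPM was 14.07 and 15.47 in pre-SE mice, 2.21 and 2.88 in SE 6 h mice, 7.84 and 9.2 in SE + LEV 6 h mice, 36.38 and 30.76 in SE 2 days mice and 43.5 and 23.29 in SE + LEV 2 days mice. The logFC against pre-SE mice was −2.50 at 6 h (limma adjusted p = 0.0048) and 1.18 at 2 days (limma adjusted p = 0.073), and the logFC between the times was 3.68 (limma adjusted p = 0.0017). The decrease at 6 h was −2.38 after median-of-ratios rescaling and −2.57 with every library thinned to 10540698 tags, and 0 genes are annotated over *Tmem119*, so scaling, depth and an overlapping gene did not account for it. A loss of microglia at 6 h would lower the other microglial markers as well. Of 12 markers, 6 (*Tmem119* among them) were lower in both SE 6 h mice than in both pre-SE mice, where chance gives 16.7% for each marker. Of the 12, 9 had lower estimates, while *C1qb* (logFC 1.08) and *C1qc* (0.82) were higher in both SE 6 h mice than in both pre-SE mice. Since markers can rise in each cell while cells are lost, lower transcription of *Tmem119* in microglia at 6 h cannot be told apart from a loss of microglia. For 2 days, the paper reports less *Tmem119* in sorted CD11b+ cells, and in whole hippocampus 10 of the 12 markers had higher estimates.

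*Cda*, which the paper does not discuss, had the largest logFC among the genes called higher at 6 h, 7.7 (limma adjusted p = 0.0085), from 0.28 and 0.02 CPM in pre-SE mice to 90.93 and 21.58 in SE 6 h mice. It was 1.3 and 12.81 CPM in SE + LEV 6 h mice, 1.1 and 2.44 in SE 2 days mice and 0.66 and 5.3 in SE + LEV 2 days mice. The logFC was 7.81 after rescaling and 7.57 after thinning, and 0 genes are annotated over *Cda*, so these explanations did not account for the increase. Induction of *Cda* at 6 h after SE is a hypothesis that remains, and GC content and shared sequence were not tested.

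*Timp1*, which the paper does not discuss, had the largest logFC among the genes called higher at 2 days, 8.72 (limma adjusted p = 0.00092), which was 810-fold in mean CPM. Its CPM was 0.17 and 0.19 in pre-SE mice, 14.79 and 13.84 in SE 6 h mice, 1.93 and 3.89 in SE + LEV 6 h mice, 59.61 and 231.98 in SE 2 days mice and 181.38 and 25.01 in SE + LEV 2 days mice. The logFC was 8.73 after rescaling and 8.28 after thinning. *Syn1*, within which *Timp1* lies, had a logFC of −0.17 at 2 days, so tags of *Syn1* did not account for the increase. Induction of *Timp1* after SE is a hypothesis that remains, and GC content and shared sequence were not tested.

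Entry of blood cells could not be excluded for the increases of *Cda* and *Timp1*. Of 12 neutrophil and monocyte markers, 4 were tested, and all 4 had higher estimates at 6 h (median logFC 1.36) and at 2 days (median logFC 1.86), with a camera adjusted p (limma) of 0.32 at each time, and of 0.038 and 0.017 with the correlation between genes preset at 0.01.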

How the results depend on the processing

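Of 66 counts, panel medians and tests of groups of genes or of *Fosl1*, 25 gave the same outcome under every alternative that was run for them. There were 13 alternatives, of which 11 were chosen before the data were examined, and 10 fits that each left out 1 mouse, and not every one applies to every result. For the marker lists, a preset correlation between genes was a further alternative chosen beforehand. The crossed block was run for the comparisons of SE + LEV 2 days mice, and the LEV effect was not compared between the times with the exact test or with only the groups compared. For those that changed, the cause was not tested. Of 127 results for single genes, 91 gave the same outcome under every alternative run for them. Among their 1545 values, 1468 stayed on the same side of the threshold or within the spread, 48 were stronger, 29 weaker and 0 reversed. The stronger ones came from the exact test of edgeR (24), DESeq2 (14), only the groups compared (7), and edgeR's quasi-likelihood test, a pseudocount of 0.01 and no trend (1 each). The weaker ones came from the block (7), no trend (6), a pseudocount of 0.01 (5), the quasi-likelihood test (5), only the groups compared (4), rescaling (1) and a pseudocount of 1 (1).

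A pseudocount of 0.01 gave 0 genes lower with LEV at 6 h, 3 lower in SE + LEV 6 h than in pre-SE mice, 0 both raised by SE and lowered by LEV at 6 h, and cytokine/chemokine medians of 3.82 at 6 h and 5.81 at 2 days. A pseudocount of 0.5 gave 8 genes lower with LEV at 6 h, all 8 raised by SE, 1 with a higher LEV effect at 2 days than at 6 h, 26 higher in SE + LEV 6 h than in pre-SE mice and 6 lower in SE + LEV 2 days than in pre-SE mice. It gave a BBB median of 0.38 at 2 days and cytokine/chemokine medians of 2.18 at 6 h, 2.58 at 2 days and −1.04 with LEV at 2 days. A pseudocount of 1 gave 9 genes lower with LEV at 6 h, all 9 raised by SE, 2 with a higher LEV effect at 2 days, 14 higher and 0 lower in SE + LEV 6 h than in pre-SE mice and 6 lower in SE + LEV 2 days than in pre-SE mice. It gave BBB medians of 0.46 at 6 h, 0.28 at 2 days and −0.20 between the times, and cytokine/chemokine medians of 1.49 at 6 h, 1.95 at 2 days, −0.70 with LEV at 2 days and 0.43 between the times. The filter of at least 1 CPM gave medians between the times of −0.26 for BBB-related and 0.36 for cytokine/chemokine genes.

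Median-of-ratios rescaling gave 4 genes lower with LEV at 6 h, all 4 raised by SE, and a BBB median of −0.41 between the times. The replicate block gave 0 genes lower with LEV at 6 h (539 at an unadjusted p under 0.05), 0 raised by SE and lowered by LEV, 5 lower in SE + LEV 2 days than in pre-SE mice and 0 BBB-related genes different between the times. Where the deviations of same-numbered mice were nearly uncorrelated, the block gave 715 genes higher and 89 lower for SE 2 days against pre-SE (correlation 0.06), 413 and 136 between the times (correlation −0.02), 35 and 1 for SE + LEV 6 h against pre-SE (correlation 0.09), and an odds ratio of 20.5 for the cytokine and chemokine family at 2 days. With the numbers crossed, added after the data were seen, 25 genes were lower in SE + LEV 2 days than in pre-SE mice.

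Without the trend, 1 gene was lower with LEV at 6 h, also raised by SE, 1 was higher with LEV at 2 days, 2 had a higher LEV effect at 2 days, and 30 were higher in SE + LEV 6 h than in pre-SE mice. With only the groups compared, 0 genes were lower with LEV at 6 h (518 at an unadjusted p under 0.05), 0 raised and lowered, 14 higher and 2 lower in SE + LEV 6 h than in pre-SE mice, 0 higher in SE + LEV 2 days than in pre-SE mice (1343 at an unadjusted p under 0.05) and 0 lower (309), 0 BBB-related genes and 2 IEGs different between the times.

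The quasi-likelihood test of edgeR gave 20 genes lower at 6 h, 0 lower with LEV at 6 h (553 at an unadjusted p under 0.05), 0 raised and lowered, and 319 higher at 2 days than at 6 h. Its medians were 0.90 at 6 h and −0.41 between the times for BBB-related genes, and 5.49 at 2 days and −1.58 with LEV at 6 h for cytokine/chemokine genes. DESeq2 gave 1008 genes higher and 99 lower at 6 h, 1260 and 347 at 2 days, 6 and 69 with LEV at 6 h, 4 lower with LEV at 2 days, 586 lower at 2 days than at 6 h, 3 with a higher LEV effect at 2 days, 354 and 27 in SE + LEV 6 h and 792 and 27 in SE + LEV 2 days against pre-SE mice, and 63 and 4 raised by SE and lowered by LEV at 6 h and 2 days. It called 1 member of this family, 1 cytokine/chemokine gene and 1 IEG lower with LEV at 6 h, 2 IEGs lower with LEV at 2 days and 2 IEGs different between the times. Its medians were 0.90 at 6 h and −0.42 between the times for BBB-related genes, and 5.68 at 2 days and −1.52 with LEV at 6 h for cytokine/chemokine genes.

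The exact test of edgeR, added after the data were seen, gave 961 genes higher and 111 lower at 6 h, 1354 and 375 at 2 days, 6 and 118 with LEV at 6 h, 2 and 10 with LEV at 2 days, 801 and 637 between the times, 423 and 39 in SE + LEV 6 h and 697 and 30 in SE + LEV 2 days against pre-SE mice, and 110 and 8 raised by SE and lowered by LEV at 6 h and 2 days. It called 5 members of the family and 5 cytokine/chemokine genes lower with LEV at 6 h and 1 of each at 2 days, 3 and 4 IEGs lower with LEV at 6 h and 2 days, 2 BBB-related genes higher at 6 h and 2 IEGs different between the times. Its medians were −0.42 between the times for BBB-related genes, and 5.49 at 2 days and −1.56 with LEV at 6 h for cytokine/chemokine genes. *Fosl1* had a logFC of −2.25 with LEV at 6 h (edgeR adjusted p = 0.00021, 0.00021 to 1.0 over the alternatives). Of the calls between the times, 73.9% were higher at 2 days with limma, 64% after rescaling, 67% with the quasi-likelihood test, 54.7% with DESeq2 and 55.7% with the exact test, so this share depended on the scaling and the test.

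With the correlation between genes preset at 0.01 in place of its estimate, the camera adjusted p (limma) fell from 0.32 to 2.8e-06 and 2.8e-07 for the A2 astrocyte list with LEV at 6 h and 2 days, from 0.56 to 0.038 for the glucocorticoid list with LEV at 6 h, from 0.12 to 9.8e-07 for the microglial list at 2 days, and from 0.30 to 4.3e-11 and 3.8e-06 for the A2 and A1 astrocyte lists at 2 days. It also fell from 0.30 to 3.6e-10 for the A2 astrocyte list at 6 h.

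Across the 4 fits that each left out 1 mouse of a comparison, the BBB medians ranged from 0.56 to 1.01 at 6 h, 0.35 to 0.64 at 2 days, −0.44 to 0.09 with LEV at 6 h and −0.51 to −0.27 between the times. The cytokine/chemokine medians ranged from −1.37 to −0.83 with LEV at 6 h, −1.69 to −0.59 with LEV at 2 days and 0.22 to 0.94 between the times. The IEG medians ranged from 3.07 to 3.87 at 6 h, −2.32 to −0.77 with LEV at 6 h and −2.59 to −1.04 with LEV at 2 days.

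The depth limits the genes with the lowest CPM. In SE + LEV 6 h replicate 2, the library with the fewest tags, 3 tags were worth 0.285 CPM. *Il6* and *Fosl1* had at most 3 tags in each pre-SE mouse, so that their increases after SE are known as lower bounds.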

Differences from the paper's values

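The logFC of *Abcb1a* in SE 6 h mice against pre-SE mice was 1.35, and the paper's value is about 1.9 in Fig. 1B, read by eye. In SE 2 days mice it was 0.85, and the paper's value is about 1.3 in Fig. 1B, read by eye. The logFC of *Il6* in SE + LEV 2 days mice against SE 2 days mice was −2.95, and the paper's value is about −3.7 in Fig. 1B, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.01 (1.79, 1.19 and −3.90), edgeR's quasi-likelihood test (1.97, 1.3 and −3.68) and DESeq2 (2.02, 1.31 and −3.77) gave values within the spread between replicates of the paper's. The others that gave a value for these genes, namely pseudocounts of 0.5 and 1, no filter, rescaling, the replicate block, no trend and only the groups compared, and for *Il6* also the filter of at least 1 CPM, did not. The exact test of edgeR, chosen after the values were seen, gave 1.94, 1.28 and −3.69. The logFC of *Nptx2* in SE 6 h mice was 3.36, and the paper's value is about 3.4 in Fig. 4A, read by eye. None of the alternatives set before the data were examined gave a value within the spread between replicates of the paper's, but that spread is smaller than the error of reading the figure, so this is not a measured difference.

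For *Fosl1*, the paper states a logFC of 8.77 and 9.07 after SE at 6 h and 2 days and −2.23 and −1.94 with LEV, where the values here were 6.58, 6.69, −2.15 and −2.17. The values 6.58 and 6.69 are fitted limma differences that depend on the pseudocount, since *Fosl1* was at the limit of detection in pre-SE mice. They are not lower bounds. The lower bounds of the 2 increases, taken from the limit of detection, are a logFC of 7.21 at 6 h and 7.58 at 2 days. With edgeR's quasi-likelihood test on the recovered tags the values were 8.77, 9.08, −2.25 and −1.93. DESeq2 gave 9.01, 9.31, −2.25 and −1.95. The exact test of edgeR, chosen after the values were seen, gave 8.78, 9.07, −2.25 and −1.95.

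The paper states that LEV prevented increases of genes of inflammation. It describes the changes of cytokine/chemokine and BBB-related genes, and the increases of most IEGs, as suppressed by LEV. With limma, 2 genes were called lower with LEV at 6 h and 0 at 2 days (220 lower at an unadjusted p under 0.05), and none of the genes in the panels was among them. DESeq2 called 69 lower at 6 h, among them *Arc* and *Ccl9*, and 4 at 2 days, among them *Arc* and *Ptgs2*. The exact test of edgeR, chosen after the values were seen, called 118 lower at 6 h, among them *Arc*, *Ccl3*, *Ccl4*, *Ccl9*, *Cxcl2*, *Egr2*, *Fosl1* and *Il6*, and 10 at 2 days, among them *Arc*, *Egr2*, *Fos*, *Il6* and *Ptgs2*. The paper's own calls came from edgeR, and its text does not name the test. With edgeR's quasi-likelihood test, 0 genes were called lower with LEV at 6 h and 0 at 2 days, so the difference from the paper depends on the test. The logFC of *Fosl1* with LEV at 2 days had a limma adjusted p of 1.0, which was 0.97 to 1.0 over the alternatives. The paper gives *p* < 0.05 for this change and does not say that it is adjusted, so the adjusted values are not a like measure. The unadjusted p was 0.021 with limma and 0.05 with the exact test of edgeR.

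The paper states that many BBB-related genes rose in the acute stage, and 1 of the 9 was called higher at 6 h here. The exact test of edgeR, chosen after the values were seen, called 2, with *Slc2a1* at an adjusted p of 0.031 (0.031 to 0.26 over the alternatives). The paper states that *Cdh5* was also raised in the subacute stage, and its logFC here was 0.79 (limma adjusted p = 0.17, 0.099 to 0.22 over the alternatives).

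In the paper's real-time PCR, *Egr1* was not affected by LEV and *Ptgs2* had returned to a low level by 2 days. The CPM values gave a logFC of −2.02 at 6 h and −2.15 at 2 days for *Egr1* with LEV, with adjusted p above the threshold in limma. For *Ptgs2* they gave 3.92 in SE 2 days mice. The real-time PCR had no sample at 6 h. Its levels were also scaled to *Actb*, which had a CPM logFC of 1.05 at 2 days here and was not called (limma adjusted p = 0.25). The paper states that the induction of *Fos* in real-time PCR had nearly gone within 1 day after SE, and the logFC of *Fos* here was 3.62 in SE 2 days mice (limma adjusted p = 0.005). The paper states that *Tmem119* fell in sorted CD11b+ cells at 2 days after SE, and in whole hippocampus its logFC at 2 days was 1.18 (limma adjusted p = 0.073, 0.0039 to 0.098 over the alternatives).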

Other observations

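Of the tests in this part, those of rescaling were chosen only after the results were seen.

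The 2 SE + LEV 2 days mice differed by 35.1 percentage points in the share of the SE 2 days increase they showed. Thinning all libraries to the same depth gave a gap of 34.5 points, median-of-ratios rescaling 38.7 and removal of the 10 highest genes of each library 35.5, so none of these accounted for it. The median of 6 choroid plexus markers was lower in replicate 2 than in replicate 1, with a logFC of −3.0, and the largest gap in another group was 5.56. This went against choroid plexus in replicate 2. The gap of −3.0 was also smaller in size than 5.56, so these markers did not set this group apart, whereas the share did. In the other SE groups the shares of the 2 mice were 96.8% and 103.2% (SE 6 h), 68.0% and 53.4% (SE + LEV 6 h) and 94.7% and 105.3% (SE 2 days). These values argue against choroid plexus in replicate 1 as the source of the gap in share. Exchange of replicate 2 with a 6 h mouse was tested on the 498 genes higher at 2 days than at 6 h, with SE 6 h at 0 and SE 2 days at 100. Replicate 2 lay at 73.7, whereas the SE + LEV 6 h mice lay at 3.9 and 6.6, and replicate 1 lay at 107. For *Il6* and 10 of 13 IEGs both SE + LEV 2 days mice, replicate 1 included, were below both SE 2 days mice, where chance gives 16.7% for each gene. This goes against exchange of replicate 1 with an untreated mouse. However, both mice were below in only 9 of the 21 cytokine/chemokine genes and 26.4% of the 803 raised genes. Replicate 1 correlated at 0.983 and 0.98 with the SE 2 days mice and at 0.962 with replicate 2, and the SE 2 days mice correlated at 0.974. Exchange of replicate 1 therefore cannot be excluded. A difference between mice in the response to LEV may be an explanation, and it cannot be told apart from exchange of replicate 1 with an untreated mouse.

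The lower estimates with LEV among genes raised by SE might come from chance highs in the SE mice, which enter both comparisons. This was tested by ranking genes in 1 SE mouse and measuring the LEV effect against the other SE mouse. At 6 h the median effect was −0.93 as the mean of both orders (−1.08 and −0.78), against −1.27 with the same mouse. At 2 days it was −0.42 (−0.54 and −0.30), against −0.61 with the same mouse. Rescaling gave −1.01 at 6 h and −0.53 at 2 days. Chance highs and scaling therefore accounted for part of the decrease at most. A broad partial decrease with LEV is a hypothesis found on the same data. At 2 days it rests mainly on replicate 2 of SE + LEV 2 days, which showed 65.0% of the increase, against 100.1% in replicate 1.

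*Actb*, the reference gene of the paper's real-time PCR, had 2649.51 and 4549.77 CPM in pre-SE mice, 3046.63 and 2642.83 in SE 6 h mice, 3168.05 and 2513.12 in SE + LEV 6 h mice, 7319.41 and 7032.18 in SE 2 days mice and 7238.34 and 2711.89 in SE + LEV 2 days mice. Its logFC at 2 days was 1.05, and it was 1.07 after rescaling and 1.04 after thinning, so depth and scaling did not account for it. It was not called (limma adjusted p = 0.25, 0.065 to 0.31 over the alternatives), and no biological explanation was tested.

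*Egr1* had a logFC of −2.02 with LEV at 6 h (limma adjusted p = 1.0) and −2.15 at 2 days (limma adjusted p = 1.0), and both mice given LEV were below both untreated mice at each time. *Ptgs2* had a logFC of 3.92 in SE 2 days mice against pre-SE mice (limma adjusted p = 0.0051).

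Of the marker lists, the A2 astrocyte list had a median logFC of 3.73 at 6 h and 4.47 at 2 days after SE, and −1.40 and −1.27 with LEV, with 11 and 10 of 11 genes lower. The A1 astrocyte list had a median logFC of 2.23 at 2 days and −0.38 with LEV at 2 days, with 9 of 11 genes lower. With LEV at 6 h its median logFC was 0.22, with 7 of 11 genes higher. The microglial list had a median logFC of −0.38 at 6 h, with 9 of 12 genes lower, and 1.46 at 2 days, with 10 of 12 higher. The glucocorticoid response list had a median logFC of −0.25 with LEV at 6 h and −0.21 at 2 days. The camera adjusted p (limma) of these results was between 0.12 and 0.82.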
